# Thyroid Hormone Disruptors Interfere with Molecular Pathways of Eye Development and Function in Zebrafish

**DOI:** 10.3390/ijms20071543

**Published:** 2019-03-27

**Authors:** Lisa Baumann, Helmut Segner, Albert Ros, Dries Knapen, Lucia Vergauwen

**Keywords:** PTU, TBBPA, mode of action, pathways of toxicity, microarray, transcriptome analyses

## Abstract

The effects of thyroid hormone disrupting chemicals (THDCs) on eye development of zebrafish were investigated. We expected THDC exposure to cause transcriptional changes of vision-related genes, which find their phenotypic anchoring in eye malformations and dysfunction, as observed in our previous studies. Zebrafish were exposed from 0 to 5 days post fertilization (dpf) to either propylthiouracil (PTU), a thyroid hormone synthesis inhibitor, or tetrabromobisphenol-A (TBBPA), which interacts with thyroid hormone receptors. Full genome microarray analyses of RNA isolated from eye tissue revealed that the number of affected transcripts was substantially higher in PTU- than in TBBPA-treated larvae. However, multiple components of phototransduction (e.g., phosphodiesterase, opsins) were responsive to both THDC exposures. Yet, the response pattern for the gene ontology (GO)-class “sensory perception” differed between treatments, with over 90% down-regulation in PTU-exposed fish, compared to over 80% up-regulation in TBBPA-exposed fish. Additionally, the reversibility of effects after recovery in clean water for three days was investigated. Transcriptional patterns in the eyes were still altered and partly overlapped between 5 and 8 dpf, showing that no full recovery occurred within the time period investigated. However, pathways involved in repair mechanisms were significantly upregulated, which indicates activation of regeneration processes.

## 1. Introduction

During the last years, research on the effects of endocrine disrupting chemicals (EDCs) on fish has mainly focused on the disruption of the sex steroid hormone system, which can result in reproductive impairment of exposed organisms [1,2]. While it is also well documented that environmental chemicals can disrupt the thyroid hormone (TH) system of different species [3,4], the specific adverse outcomes that are caused by exposure to thyroid hormone disrupting chemicals (THDCs) in fish are less well described. Due to the essential role of THs in the regulation of multiple physiological and developmental processes [5], disturbances of these systems can impact diverse fitness traits of the organism. An important TH-regulated process is the metamorphosis of lower vertebrates, including craniofacial morphogenesis and eye development [6,7]. For instance, differentiation of cone photoreceptors and color vision is directly regulated by TH signaling, probably through TH receptor beta, which is expressed in the outer nuclear layer of the retina [8,9,10]. Consequently, these developmental processes are potential target systems for the toxicological effects of THDCs, and, in fact, some studies have already demonstrated that exposure of developing fish to THDCs results in craniofacial and eye pathologies [11,12,13]. Likewise, it has been documented that knockdown of specific thyroid-regulating genes can lead to reduced eye size and malformations of eyes of zebrafish larvae [14,15,16], which confirms the interaction between the TH system and eye development.

In recently published data from our own research, we exposed zebrafish embryos to THDCs with different modes of action: propylthiouracil (PTU), a pharmaceutical that inhibits TH synthesis [17], and tetrabromobisphenol-A (TBBPA), a flame retardant that has been reported to interact with TH receptors [18,19]. Moreover, the interaction of TBBPA with binding proteins and hepatic clearance have been reported [4], as well as competitive binding to the plasma-transporter protein of T4, transthyretin [18]. The pharmaceutical PTU was selected as a typical positive reference substance, while TBBPA is environmentally relevant with concentrations of up to 2.6 μg kg^−1^ dry weight in sediment samples and up to 1.2 μg kg^−1^ wet weight in fish [19]. Measurements from different English lakes revealed that concentrations of TBBPA range from 140 to 3200 pg L^−1^ (water), 330 to 3800 pg g^−1^ dry weight (sediment), and <0.29 to 1.7 ng g^−1^ lipid weight (fish) [20]. Even though TBBPA has a relatively short half-life and low potential to bioaccumulate [21], it has also been detected in human breast milk and plasma with concentrations up to 37.3 μg/kg lipid weight [22].

In our previous study, we showed that exposure of zebrafish embryos to these two different THDCs resulted in congruent eye pathologies, such as smaller eye size, altered cellular structure and reduced pigmentation of the retina [23]. The observed eye pathologies translated into impaired eye function, as indicated from altered optokinetic responses and light preferences of THDC-treated larvae. Gene expression analyses in whole-body homogenates of exposed larvae further revealed compound-specific transcript changes of multiple thyroid-related genes (thyroid receptors α and β, thyroperoxidase, deiodinase1, 2, and 3), that confirmed the different modes of action of the selected THDCs on the TH system. Multiple other studies have reported evidence of the thyroid-disrupting effects of these compounds in zebrafish larvae, including, for example, Van der Ven [17], who showed lowered TH levels in PTU-exposed zebrafish or Chan [24] who demonstrated changes in gene expression of thyroid-related genes in TBBPA-exposed zebrafish. Our experiments with these compounds indicated that different molecular changes in the TH system can lead to similar phenotypic adverse outcomes in eye development, e.g., reduced diameter and pigmentation of the retinal pigment epithelium, reduced eye size, and impaired optokinetic response. [23]. These observations are fully in line with a recently published study by Parsons et al. [25], who demonstrated direct impact of TBBPA on the TH system and crucial developmental processes of zebrafish embryos at similar concentrations. Consequently, we were further interested to learn if similar molecular pathways in the eyes of PTU- and TBBPA-exposed zebrafish were affected, even though the molecular initiating events of the THDCs differ. The exposure concentrations for both THDCs were chosen based on our previous study [23], as they showed comparable effect intensities on the measured endpoints for eye morphology and physiology and are in line with the concentrations used in the studies mentioned before.

Until now, investigations on specific molecular interactions of the eyes and TH system have been limited to the fundamental studies of Bagci [15] and Houbrechts [26], who used deiodinase knockdown in zebrafish. As a next step, we were interested to see how THDC exposure interferes with molecular pathways of eye development and function, to advance our understanding of TH regulation of fish eye development in an environmental context. Most importantly, in contrast to previous studies, the present experiments relied on tissue-specific analyses of isolated eye tissue to avoid dilution of gene expression signals of the target organ by other tissues. Similar to our previous study, we used PTU and TBBPA as the test chemicals and zebrafish as the experimental model, since it is well established for the study of eye development, morphology, physiology, and diseases [27,28]. We performed a full genome microarray analysis with subsequent analysis of affected molecular pathways in the eyes of 5 dpf (days post fertilization) THDC-exposed zebrafish larvae. The main focus of this approach was on identifying affected processes, pathways, and response patterns, not on specific genes and exact fold-changes, which is why no further validation of gene expression changes by qPCR was performed.

Additionally, we investigated the reversibility of transcriptional changes after a recovery period of 3 days in clean water until 8 dpf. This scenario is relevant in an environmental context, where short-term peak exposure is likely to occur, which is especially critical during early development. The results from this study provide new insights into the molecular pathways associated with adverse effects of TH disruption in developing fish, and, at the same time, advance our knowledge of the role of THs in the regulation of fish eye development.

## 2. Results

### 2.1. Overview of Total Numbers of Differentially Expressed Transcripts

Both treatments, as well as the subsequent recovery phase, had significant impact on transcript levels in the eyes of exposed larvae. 

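The PTU data came from 14 two-colour microarrays, each carrying 2 RNA extracts, 1 labelled with Cy5 and 1 with Cy3. The arrays covered 12 extracts, 3 for each of 4 groups: eyes of control larvae and of larvae exposed to 350 mg/L PTU, at 5 dpf when exposure ended and at 8 dpf after 3 days in clean water. Each extract held the eyes of 10 larvae. PTU-exposed and control eyes were paired directly on 6 arrays at 5 dpf and on 4 arrays at 8 dpf, and the other 4 arrays linked the groups across ages. The values used here are the authors' log2 ratios of Cy5 to Cy3 after normexp background correction and loess normalization within each array. Spots that were close to the local background on all arrays had been left out by the authors, and 16913 probes remained. Group differences were estimated from all 14 arrays together with limma 3.58.1, and transcripts were called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change over 0.75, which is 1.68-fold. For named genes and gene lists, the probes of a gene were averaged (8445 genes), the RNA extract was a random effect, and rose and fell are used only of genes with an adjusted p under 0.05 over all 8445 genes. The thresholds, 34 gene lists drawn up from general knowledge, 2 lists of genes the study itself names, and the rule for naming genes were fixed before the data were examined. Whole lists were compared with all other genes by camera with its preset correlation of 0.01, and its p-values were adjusted over the lists. Turned so that PTU stands over control, the arrays of 5 dpf correlated with one another across probes at a median r of 0.749 (0.595 to 0.833) and those of 8 dpf at a median of 0.674 (0.404 to 0.785). At 5 dpf 6 of the 15 pairs of arrays shared an extract, and the 9 that shared none had a median r of 0.754. The number of arrays limits the precision of every value, and the TBBPA arrays were not analysed here.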

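In PTU-exposed eyes at 5 dpf, the largest rise among the genes ranked was that of jac9, a member of the jacalin family of lectins, with a log2 fold change of 5.05 ± 0.27 (adjusted p = 2.47e-09). Values are given as estimate ± standard error of the model over all arrays, with 3 extracts per group. The jac9 gene lies on chromosome 7 of GRCz12tu from 8364986 to 8366526. Among the 10 largest rises were also clu, which encodes the secreted chaperone clusterin, at 3.14 ± 0.08 (adjusted p = 2.96e-12), and grna.2, a granulin gene, at 2.89 ± 0.09 (adjusted p = 1.16e-11). The largest falls were those of pde6ha, the inhibitory subunit of the cone phosphodiesterase, at −4.94 ± 0.29 (adjusted p = 8.01e-09), and guca1c, an activator of photoreceptor guanylate cyclase, at −3.55 ± 0.21 (adjusted p = 9.23e-09). The lens crystallin gene crygm2d8 (−2.81 ± 0.31 (adjusted p = 3.6e-06)) and si:dkey-97a13.12 (−2.80 ± 0.19 (adjusted p = 2.55e-08)) were also among the 10 largest falls. At 8 dpf, jac9 was still the gene with the largest rise (3.83 ± 0.30 (adjusted p = 1.97e-07)), followed by grna.2 (3.73 ± 0.10 (adjusted p = 2.53e-12)), and c1ql1, a complement C1q-like gene, reached 3.17 ± 0.14 (adjusted p = 7.12e-10). The largest fall at 8 dpf was that of ambp, which encodes a plasma protein precursor made by the liver, at −2.81 ± 0.17 (adjusted p = 1.3e-08). The ranking of rises and falls took only genes whose 3 PTU extracts all lay beyond the 3 control extracts, which held for 4391 of the 8445 genes at 5 dpf (52%) and for 2981 at 8 dpf (35.3%), where chance gives 10%. Single probes, which include those with no gene symbol, went beyond the ranked genes at 8 dpf, with log2 fold changes from −3.11 to 5.41. Of the 16913 probes, 1491 were differentially expressed with PTU at 5 dpf (665 higher, 826 lower) and 1081 at 8 dpf (647 higher, 434 lower). At the level of genes, with no limit on the fold change, 2046 rose and 1922 fell at 5 dpf, and 1651 rose and 1116 fell at 8 dpf. With an absolute log2 fold change over 1 the transcripts were 855 at 5 dpf and 605 at 8 dpf, and with the adjusted p alone 8501 and 5628. Genes that rose at 5 dpf were 1353 without control 5 dpf replicate 1 and 1313 without PTU 5 dpf replicate 1. Genes that fell at 5 dpf were 1258 without control 5 dpf replicate 1. Genes that rose at 8 dpf were 1096 without control 8 dpf replicate 3, and genes that fell at 8 dpf 724 without control 8 dpf replicate 1.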

From a total of 43,803 probes on the microarray, Figure 1 shows the numbers of transcripts that were significantly changed for each compound and time point (as well as the intersects between them).

Generally, the number of differentially expressed transcripts was much higher in PTU-treated fish than in TBBPA-treated ones (12× more at 5 dpf and 49× more at 8 dpf, see Figure 1). In both treatments, the number of differentially expressed transcripts decreased after the recovery period from 5 to 8 dpf. 

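The PTU effect on some genes was gone at 8 dpf, and on others it had changed sign. cbx7a, a Polycomb group gene, had a log2 fold change of 1.57 ± 0.09 (adjusted p = 3.41e-09) at 5 dpf and of −0.07 ± 0.10 (adjusted p = 0.636) at 8 dpf (± standard error, 3 extracts per group), and the difference between the ages was −1.64 ± 0.13 (adjusted p = 1.92e-06). nr2f1b, which encodes a nuclear receptor, went from 1.11 ± 0.08 (adjusted p = 4.79e-08) to −0.13 ± 0.09 (adjusted p = 0.297), a difference of −1.24 ± 0.12 (adjusted p = 1.52e-05). eprs1, a tRNA synthetase gene, rose at both ages, less at 8 dpf (1.58 ± 0.06 and 0.56 ± 0.07, difference −1.02 ± 0.10 (adjusted p = 1.44e-05)). In the other direction, fabp4b, which encodes a fatty acid binding protein, fell at 5 dpf (−1.18 ± 0.10 (adjusted p = 3.8e-07)) and rose at 8 dpf (1.59 ± 0.12 (adjusted p = 9.87e-08)), with a difference of 2.77 ± 0.16 (adjusted p = 9.74e-08). otc, the ornithine transcarbamylase gene of the urea cycle, also fell at 5 dpf (−1.42 ± 0.08 (adjusted p = 2.47e-09)) and rose at 8 dpf (0.39 ± 0.08 (adjusted p = 0.00228)), with a difference of 1.81 ± 0.11 (adjusted p = 2.08e-07). The gene with the largest difference by log2 fold change among the 12 named for this comparison was si:dkey-21e2.10 (3.06 ± 0.20 (adjusted p = 2.78e-07)), at 0.34 ± 0.13 at 5 dpf and 3.39 ± 0.15 (adjusted p = 4.11e-10) at 8 dpf. Its rise at 5 dpf was lost without control 5 dpf replicate 1, 2 or 3, PTU 5 dpf replicate 1, 2 or 3, control 8 dpf replicate 2 or PTU 8 dpf replicate 3 (0.26, adjusted p = 0.345 at the highest, without control 5 dpf replicate 1). From 5 to 8 dpf, the number of differentially expressed transcripts was 27.5% lower. The PTU effect itself differed between the ages for 823 transcripts at the same thresholds, of which 617 were more positive at 8 dpf and 206 more negative. Without PTU 8 dpf replicate 1 this number was 1245.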

The decrease was about 30% for PTU and over 80% for TBBPA. The calculation of the intersects between each compound and time point revealed that a high number of differentially expressed transcripts was overlapping within each compound when comparing 5 to 8 dpf (over 50% of transcripts from 8 dpf were also differentially expressed at 5 dpf). Moreover, there was an overlap between the two compounds at both time points (over 50% of transcripts differentially expressed after TBBPA exposure were also differentially expressed after PTU exposure).

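Several of the most strongly changed genes had nearly the same log2 fold change at both ages. jac6 and jac8, further jacalin-like lectin genes, rose by 3.78 ± 0.21 and 2.90 ± 0.20 at 5 dpf and by 3.43 ± 0.24 and 2.62 ± 0.23 at 8 dpf (± standard error, 3 extracts per group; the largest adjusted p was 6.24e-07). osbpl7, an oxysterol-binding protein gene, had a log2 fold change of −1.86 ± 0.16 (adjusted p = 2.58e-07) at 5 dpf and −1.94 ± 0.17 (adjusted p = 9.12e-07) at 8 dpf. camkk1b, a kinase gene of calcium signalling, had −1.65 ± 0.15 (adjusted p = 5.72e-07) at 5 dpf and −1.94 ± 0.17 (adjusted p = 6.24e-07) at 8 dpf. In these 4 genes the difference between the ages did not pass the test (adjusted p from 0.399 to 0.84). Of the transcripts differentially expressed at 8 dpf, 627 were also differentially expressed at 5 dpf, which is 58.0% of the calls at 8 dpf and 42.1% of those at 5 dpf. If the calls of both ages were independent, 95.3 shared transcripts would arise. Of the 627, 302 were higher at both ages, 314 were lower at both and 11 were lower at 5 dpf and higher at 8 dpf. Another 864 transcripts were called at 5 dpf only and 454 at 8 dpf only. Across all probes, which are not independent replicates, the PTU effects at the 2 ages correlated at a Pearson r of 0.656. Both effects come from limma with 1 estimate of the spread for all groups, and 320 transcripts were shared with an absolute log2 fold change over 1.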

### 2.2. Descriptive Analysis: Biological Function of Up- or Down-Regulated Transcripts for Each Treatment Group

The proportion of either up- or down-regulated transcripts in the four different transcript lists (two compounds with two time points each) was calculated (Figure 2), resulting in eight transcript lists that were further analyzed. In PTU-treated fish at 5 dpf, the percentage of up-regulated transcripts was slightly lower (43.3%) than the percentage of down-regulated ones. This pattern changed significantly (Fisher’s exact test, *p* < 0.0001) after 3 days of recovery when the percentage of up-regulated transcripts was higher than the percentage of down-regulated transcripts. In contrast, in TBBPA-treated fish, the proportions of up- or down-regulated transcripts did not change (Fisher’s exact test, *p* = 1) between 5 and 8 dpf.

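Genes of the lens and of the photoreceptors were among the genes down-regulated at 5 dpf. Of the 424 genes that fell with a log2 fold change below the threshold, 46 were lens crystallins and lens fibre genes, 25 belonged to rod and cone phototransduction, 9 to the retinoid cycle and 7 to photoreceptor structure and transcription factors. Of the 306 genes that rose past it, 14 were genes of protein folding in the endoplasmic reticulum, 13 encode inflammatory mediators, complement proteins or metalloproteinases, 13 are markers of macrophages, microglia or neutrophils and 12 belong to the injury and regeneration response. In transcripts, 44.6% of the calls at 5 dpf were up-regulated and 55.4% down-regulated, and 41.9% of the genes past the same thresholds rose. Leaving out each extract in turn gave up-regulated shares between 41.0% and 46.5%. With the adjusted p alone and no fold threshold, 50.6% of the transcripts called at 5 dpf were up-regulated.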

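The PTU effect was more positive at 8 dpf than at 5 dpf for genes of several cell types and processes. tubb5, a tubulin gene on the list of retinal ganglion cells, went from a log2 fold change of 0.76 ± 0.10 (adjusted p = 1.23e-05) at 5 dpf to 1.80 ± 0.11 (adjusted p = 1.21e-08) at 8 dpf (± standard error, 3 extracts per group; difference 1.04 ± 0.14 (adjusted p = 0.000233)). cdca7a, a gene of the cell cycle, was 0.21 ± 0.12 (adjusted p = 0.161) at 5 dpf and rose at 8 dpf (1.34 ± 0.13 (adjusted p = 1.67e-06); difference 1.14 ± 0.17 (adjusted p = 0.000499)). In control eyes tubb5 and cdca7a fell from 5 to 8 dpf (−1.43 ± 0.13 (adjusted p = 1.91e-05) and −1.23 ± 0.16 (adjusted p = 0.000223)), while their mean levels in PTU-exposed eyes went from 0.76 to 0.29 and from 0.23 to 0.19. Calls between control eyes depended much on single extracts: 558 transcripts differed, and 199 without control 5 dpf replicate 1. tyrp1b, which encodes an enzyme of melanin synthesis, rose more at 8 dpf (1.88 ± 0.16 (adjusted p = 4.36e-07)) than at 5 dpf (0.47 ± 0.14 (adjusted p = 0.0127)), a difference of 1.40 ± 0.21 (adjusted p = 0.000465). Its rise at 5 dpf was lost without control 5 dpf replicate 2 or PTU 5 dpf replicate 2 (0.36, adjusted p = 0.0885 at the highest, without control 5 dpf replicate 2). tfa, the transferrin gene, fell at 5 dpf (−0.95 ± 0.29 (adjusted p = 0.0133)) and rose at 8 dpf (1.83 ± 0.32 (adjusted p = 0.000422)). Its fall at 5 dpf was lost without control 5 dpf replicate 2 or 3 or PTU 5 dpf replicate 1 (−0.47, adjusted p = 0.133 at the highest, without control 5 dpf replicate 3). Other genes had risen at 5 dpf and no longer passed the test at 8 dpf. For hspd1, a mitochondrial chaperonin gene, the log2 fold changes were 1.09 ± 0.14 (adjusted p = 1.55e-05) and −0.34 ± 0.16 (adjusted p = 0.111) (difference −1.43 ± 0.21 (adjusted p = 0.000395)). For sqstm1, an autophagy receptor gene, they were 1.25 ± 0.09 (adjusted p = 4.12e-08) and 0.11 ± 0.10 (adjusted p = 0.413) (difference −1.13 ± 0.13 (adjusted p = 6.6e-05)). At 8 dpf, 59.9% of the differentially expressed transcripts were up-regulated, and the change of this share from 5 dpf had a p of 2.12e-14 in a two-sided Fisher's exact test over transcripts, which are not independent of one another (odds ratio 0.54). The up-regulated share was 73.6% among the transcripts called at 8 dpf only and 42.0% among those called at 5 dpf only. With each extract left out in turn it lay between 57.6% and 64.8% at 8 dpf.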

The three most enriched (significantly overrepresented, i.e., lowest p-values) gene ontology (GO) classes for each of the eight transcript lists were identified. Each list had a distinct response pattern with different GO classes involved. The top three enriched GO classes for each list are shown in the pie charts in Figure 2 and were related to the nervous/optic system (red), immune system (green), and molecular transformation processes (blue). This overview shows that the dominating GO-classes mostly differed between the eight lists. The most obvious similarities were found for PTU-treated fish in the down-regulated transcripts at 5 and 8 dpf where GOs related to the nervous/optic system were most enriched. 

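At 5 dpf, markers of several kinds of retinal cells were lower in PTU-exposed eyes. Of the 24 measured genes of photoreceptor structure and transcription factors, 1 rose and 16 fell (1 and 17 when adjusted over the list alone), with a median log2 fold change of −0.42 (adjusted p = 3.75e-05 from camera, adjusted p = 0.37 with an estimated correlation). Of 16 bipolar cell genes 11 fell and 2 rose (2 higher and 11 lower when adjusted over the list alone, median −0.33, adjusted p = 0.00362, adjusted p = 0.436 with an estimated correlation). Of 17 amacrine cell genes 7 fell and 0 rose (0 and 7 when adjusted over the list alone, 1 higher at an unadjusted p under 0.05, median −0.22, adjusted p = 0.0324, adjusted p = 0.16 with an estimated correlation). cplx4a, which encodes a complexin of photoreceptor synapses, had a log2 fold change of −1.88 ± 0.15 (adjusted p = 1.02e-07) at 5 dpf and −0.78 ± 0.16 (adjusted p = 0.00176) at 8 dpf (± standard error, 3 extracts per group). Within the bipolar cell list, the calcium binding protein gene cabp5b fell at 5 dpf (−1.16 ± 0.14 (adjusted p = 9.07e-06)) while its paralog cabp5a rose (2.08 ± 0.24 (adjusted p = 5.23e-06)). pax6a and pax6b, transcription factor genes active in amacrine cells, fell at 5 dpf (−0.56 ± 0.07 (adjusted p = 1.18e-05) and −0.55 ± 0.08 (adjusted p = 3.11e-05)). Of 20 ganglion cell genes 5 rose and 5 fell (5 and 5 when adjusted over the list alone, median 0.01, mean −0.05, adjusted p = 0.859 for a fall), with isl2b at −0.97 ± 0.09 (adjusted p = 4.17e-07) and rbpms2b at −1.12 ± 0.10 (adjusted p = 5.38e-07) among those that fell. Among 15 Müller glia genes 5 rose and 4 fell (5 and 4 when adjusted over the list alone, median −0.08, mean 0.09, adjusted p = 0.906 for a rise), and the apolipoprotein E gene apoeb rose by 1.47 ± 0.09 (adjusted p = 1.34e-08) and the glial filament gene gfap by 0.61 ± 0.09 (adjusted p = 3.6e-05). Of 5 horizontal cell genes 1 rose and 3 fell (1 and 3 when adjusted over the list alone, adjusted p = 0.323), and of 16 genes of melanin and pigment cells 2 rose and 10 fell (2 and 10 when adjusted over the list alone, median −0.47, adjusted p = 0.00736, adjusted p = 0.388 with an estimated correlation). At 8 dpf the genes that rose and fell numbered 5 and 9 in the photoreceptor list (5 and 10 when adjusted over the list alone), 4 and 2 among bipolar (4 higher and 3 lower when adjusted over the list alone), 0 and 4 among amacrine, 7 and 1 among ganglion, 5 and 1 among Müller glia, 0 and 1 among horizontal and 3 and 2 among pigment cell genes. None of these 7 lists passed camera at 8 dpf (adjusted p from 0.244 to 0.878). The amacrine call at 5 dpf was lost without control 5 dpf replicate 3 or PTU 5 dpf replicate 1 (median −0.23, adjusted p = 0.0659 at the highest, without PTU 5 dpf replicate 1). The genes that fell at 5 dpf numbered 4 without PTU 5 dpf replicate 1 and 3 without PTU 5 dpf replicate 2 in the amacrine list, and 7 without control 5 dpf replicate 1 or 3 or PTU 5 dpf replicate 2 or 3 in the bipolar list. At 8 dpf they numbered 5 without control 8 dpf replicate 1 or PTU 8 dpf replicate 2 or 3 in the photoreceptor list.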

Similar GOs were also found between PTU and TBBPA at 5 dpf, where the GOs response to external or biotic stimuli was, respectively, up-regulated. All other lists showed differing response patterns and no enriched GOs could be calculated for TBBPA 8 dpf (up-regulated).

### 2.3. Comparative Analysis: Biological Function of Transcripts with Distinct Expression Patterns Across Treatments

The list of all differentially expressed transcripts was used to perform a cluster analysis based on their expression pattern across treatments, resulting in five clusters (see Figures S1–S5, Supplemental Information) that were subsequently analyzed in GOrilla to find enriched GO classes in each cluster. That analysis resulted in 14 most enriched GO classes (combined from all clusters), which were further sorted and visualized for their response pattern across treatments. The 14 GO classes were sorted in the same way for all treatments, by using PTU 5 dpf as a reference for the order of GO classes in Figure 3 (top: highest percentage of down-regulated transcripts, last: highest percentage of up-regulated transcripts).

In TBBPA-treated fish, the number of differentially expressed transcripts was much lower than for PTU-treated fish, even though the phenotypic effects in our previous study [23] were similar. Consequently, some of the GO classes were not represented in the differentially expressed transcripts, and the response pattern differed clearly from the one of PTU-treated fish. The most severely affected GO classes (= highest number of transcripts) for TBBPA at 5 dpf were GO classes involved in metabolic processes (similar to PTU), as well as proteolysis (down-regulated) and regeneration, immune system and catabolic processes (up-regulated). GO classes concerning metabolic processes were most prominently represented at 8 dpf.

The most obvious differences between the two compounds were, e.g., the response pattern for the GO class sensory perception, where at 5 dpf we found over 90% down-regulation in PTU-treated fish compared to over 80% up-regulation in TBBPA-treated fish. Another difference was found for the GO-class proteolysis, where the PTU treatment caused almost 70% up-regulation, whereas for TBBPA it was only 10%.

When comparing 5 and 8 dpf for each compound, it becomes obvious that the recovery period caused a change of the response pattern. In the PTU-treated group, the percentage of up-regulated transcripts increased for nearly all GO-classes, e.g., from almost 70% to over 90% in the GO-class proteolysis or from under 10% to over 40% in the GO-class sensory perception. 

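Among the genes of a list that changed with PTU, the share that rose went up in most lists of the eye. It went from 6.45% at 5 dpf to 44% at 8 dpf for rod and cone phototransduction, from 5.88% to 35.7% for photoreceptor structure and transcription factors, from 16.7% to 43.8% for the retinoid cycle and from 25% to 75% for the visual opsins. For the lens crystallins and lens fibre genes it stayed low, from 3.92% to 7.5%. It also went from 16.7% to 60% for melanin and pigment cells, from 15.4% to 66.7% for bipolar cells and from 50% to 87.5% for ganglion cells. In each of these 8 lists at least 1 more gene rose at 8 than at 5 dpf, and the number of genes that fell shrank by as much or more. The shares compare eyes of the same age, and control eyes changed from 5 to 8 dpf too. At an unadjusted p under 0.05, 0 visual opsins were higher and 6 lower in control eyes at 8 dpf. These numbers were 0 and 25 for phototransduction, 0 and 10 for photoreceptor structure, 1 and 9 for the retinoid cycle and 4 and 4 for lens genes. Calls between control eyes depended much on single extracts. A larger share at 8 dpf is thus no measure of a rise within PTU-exposed eyes. Most genes of the proteasome, the complex that degrades tagged proteins, rose at each age. Of 42 measured members 34 rose and 0 fell at 5 dpf (35 and 0 when adjusted over the list alone, 0 lower at an unadjusted p under 0.05). At 8 dpf 30 rose and 0 fell (37 and 0 when adjusted over the list alone, 0 lower at an unadjusted p under 0.05). The median log2 fold change of the list was 0.42 at 5 dpf (adjusted p = 1.9e-09 from camera, adjusted p = 0.16 with an estimated correlation) and 0.37 at 8 dpf (adjusted p = 3.13e-09, adjusted p = 0.222 with an estimated correlation). psmd2, a subunit of the regulatory particle, had a log2 fold change of 0.96 ± 0.08 (adjusted p = 1.33e-07) at 5 dpf, the catalytic subunit psmb5 0.61 ± 0.06 (adjusted p = 4.73e-07) and the assembly factor pomp 0.86 ± 0.11 (adjusted p = 1.07e-05) (± standard error, 3 extracts per group). The share that rose went down from 86.4% to 41.7% for heat shock proteins and chaperones, from 35.7% to 16.7% for glycolysis and hypoxia, from 88.9% to 66.7% for skeletal muscle genes and from 25% to 0% for the few horizontal cell genes, with fewer genes that rose at 8 dpf in all 4 lists. The proteasome genes that rose numbered 22 without PTU 5 dpf replicate 1 at 5 dpf, and 18 without control 8 dpf replicate 3 at 8 dpf.

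**Figure D1:**
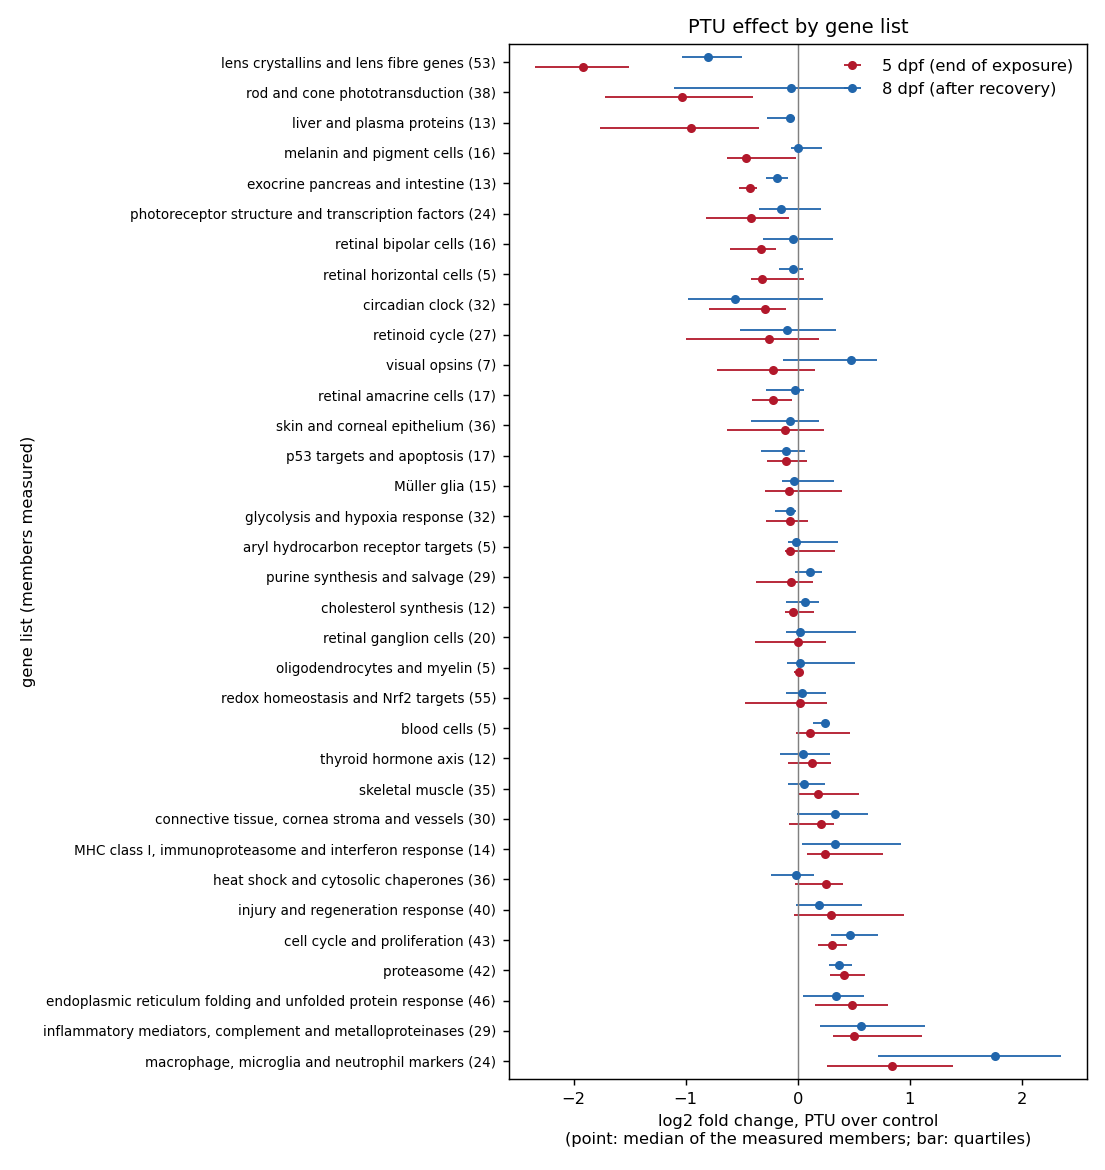
Median log2 fold change (PTU over control, horizontal axis) of the 34 gene lists not chosen by the study, at 5 and 8 dpf; points are medians over the measured genes of a list and bars run from the lower to the upper quartile. The lens list has the lowest median at 5 dpf (−1.92) and the list of macrophage, microglia and neutrophil markers the highest at 8 dpf (1.76).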

In TBBPA-treated fish, the most obvious change was the general decrease of differentially expressed transcripts from 5 to 8 dpf, which makes the response pattern difficult to compare.

### 2.4. Specific Analysis: Effects on Vision-Related Transcripts

Additionally, selected GO classes were visualized as examples in heatmaps showing the different response patterns in the four contrast groups (see Figures S6–S10, Supplemental Information) after the cluster analysis. The impact on GO classes related to phototransduction was particularly prominent in both the descriptive (Figure 2) and the comparative (Figure 3) analysis. In the first analysis, the GO classes nervous system process, signal transduction and response to light stimulus were identified. In the second analysis, within the GO class sensory perception, the sub-classes neurological system process, sensory perception of light and visual perception were most affected (based on the cluster analysis, from which only the highest level GO classes were shown, to increase clarity, see Figures S1–S5, Supplemental Information).

In combination with the observed impairment of visual capacities in PTU- and TBBPA exposed zebrafish in our previous study [23], this led us to zoom in on these pathways related to phototransduction. Figure 4 gives an overview of the phototransduction and retinoid recycling pathways in the retina and how transcription levels of the different components were changed in the four treatment groups. PTU-treated fish showed a strong down-regulation of most phototransduction-related transcripts at 5 dpf. 

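Most measured genes of rod and cone phototransduction were lower in PTU-exposed eyes at 5 dpf. Of 38 measured genes on this list, 29 fell, 2 rose and 7 did not pass the test (2 higher and 29 lower when adjusted over the list alone), and the median log2 fold change was −1.03. grk7a and grk1b, kinases that shut off activated cone opsins, had log2 fold changes of −2.91 ± 0.19 (adjusted p = 1.76e-08) and −2.89 ± 0.17 (adjusted p = 9.16e-09) (± standard error, 3 extracts per group). opn1sw1, the ultraviolet cone opsin, had −2.33 ± 0.21 (adjusted p = 4.52e-07) and lies on chromosome 4 of GRCz12tu from 14153702 to 14156368. The cone phosphodiesterase subunit gene pde6c had −1.57 ± 0.17 (adjusted p = 2.51e-06), pde6hb −1.52 ± 0.20 (adjusted p = 1.53e-05) and the rod subunit gene pde6a −0.80 ± 0.11 (adjusted p = 2.21e-05). rcvrn3, a recoverin that slows opsin shut-off, had −2.09 ± 0.15 (adjusted p = 4.68e-08), and gngt2a, the gamma subunit of cone transducin, had −2.25 ± 0.18 (adjusted p = 1.81e-07). The arrestin genes saga and sagb, chosen after their values were seen since the rule for naming genes did not cover them, had −0.55 (adjusted p = 0.00137) and −1.17 (adjusted p = 0.000176). The members that rose, also named after their values were seen, were gnb1b (0.43) and guca1aa (0.31). The list as a whole fell relative to all other genes (adjusted p = 2.7e-12 from camera, adjusted p = 0.16 with an estimated correlation). Of 7 visual opsin genes 1 rose and 3 fell (1 and 3 when adjusted over the list alone, median −0.22, adjusted p = 0.168). rhol, a rhodopsin-like gene, fell (−0.92 ± 0.10 (adjusted p = 3.1e-06)), the green opsin opn1mw1 had −0.22 ± 0.22 (adjusted p = 0.418) and the blue opsin opn1sw2 −0.16 ± 0.15 (adjusted p = 0.426). The rise of the green opsin opn1mw2 (0.47 ± 0.18 (adjusted p = 0.0498)), whose probes ranged from 0.08 to 0.90, was lost without control 5 dpf replicate 1 or 2, PTU 5 dpf replicate 1 or 2, control 8 dpf replicate 1 or PTU 8 dpf replicate 2 or 3 (0.31, adjusted p = 0.289 at the highest, without PTU 5 dpf replicate 1). Of the 33 measured genes that Fig. 4 shows, 4 rose and 23 fell (4 and 23 when adjusted over the list alone, median −0.93, adjusted p = 1.58e-07, adjusted p = 0.374 with an estimated correlation), which is not independent evidence, since the study chose these genes on the same samples. Genes of liver and plasma proteins were also lower at 5 dpf, 9 of 13 fell and 1 rose (1 and 9 when adjusted over the list alone, median −0.95, adjusted p = 0.00289, adjusted p = 0.38 with an estimated correlation).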

Typical genes include: opsins (light-sensitive proteins in photoreceptors), phosphodiesterase (regulator of signal transduction), and arrestin (regulator of signal transduction). Other differentially expressed eye-related transcripts not involved in phototransduction, but the morphology of the eye was, e.g., crystalline (transparent protein in cornea) or peripherin (stabilization protein in rods and cones). 

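The genes of the lens had the lowest median of the lists tested at 5 dpf, with a log2 fold change of −1.92. Of 53 measured lens crystallins and lens fibre genes, 49 fell and 2 rose at 5 dpf (2 higher and 50 lower when adjusted over the list alone, adjusted p = 2.46e-22 from camera, adjusted p = 0.108 with an estimated correlation). At 8 dpf 37 fell and 3 rose (3 higher and 39 lower when adjusted over the list alone, median −0.80, adjusted p = 7.14e-11, adjusted p = 0.303 with an estimated correlation). crygm1, a gamma crystallin gene, went from −2.69 ± 0.10 (adjusted p = 9.31e-11) at 5 dpf to −1.41 ± 0.11 (adjusted p = 2.29e-07) at 8 dpf (log2 fold change ± standard error, 3 extracts per group), and the beta crystallin gene cryba1l2 from −1.88 ± 0.10 (adjusted p = 2.04e-09) to −0.48 ± 0.11 (adjusted p = 0.00341). mipa, the major water channel of lens fibres, went from −2.05 ± 0.08 (adjusted p = 9.31e-11) to −0.33 ± 0.08 (adjusted p = 0.00654), and crygn1 fell at 5 dpf by 1.81 ± 0.08 (adjusted p = 4.5e-10). cryaa, the alpha crystallin that also serves as a small heat shock protein, fell at 5 dpf (−2.13 ± 0.11 (adjusted p = 2.04e-09)) and rose at 8 dpf (0.36 ± 0.12 (adjusted p = 0.0357)), a difference of 2.49 ± 0.17 (adjusted p = 2.96e-07). Its rise at 8 dpf was lost without PTU 5 dpf replicate 1, control 8 dpf replicate 1 or 3 or PTU 8 dpf replicate 2 or 3 (0.25, adjusted p = 0.29 at the highest, without control 8 dpf replicate 3). cryba1b and crybb1 fell at 5 dpf by 1.60 ± 0.16 and 0.92 ± 0.16. The rises within the list at 5 dpf were those of lim2.2, a lens membrane protein gene named after its value was seen (0.68, adjusted p = 7.35e-07), and of crygs2, a gamma crystallin (0.27 ± 0.08 (adjusted p = 0.011)), which was lost without PTU 5 dpf replicate 1 or 3 (0.24, adjusted p = 0.133 at the highest, without PTU 5 dpf replicate 1). The PTU effect on the list was less negative at 8 dpf, with a median difference of 1.21 (adjusted p = 7.73e-15, adjusted p = 0.326 with an estimated correlation). prph2a and prph2b, the peripherins that shape the outer segment discs, fell at both ages, prph2a by 1.02 ± 0.12 and 0.92 ± 0.13 and prph2b by 1.47 ± 0.12 and 0.94 ± 0.13 (largest adjusted p = 7.52e-05). The lens genes that fell at 8 dpf numbered 20 without PTU 8 dpf replicate 1, and the fall of cryba1l2 at 8 dpf was lost without PTU 8 dpf replicate 1 (−0.28, adjusted p = 0.0648).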

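At 8 dpf the phototransduction genes of PTU-exposed eyes were split, some higher and others lower than in control eyes. opn1lw2, a red cone opsin, rose at 8 dpf with a log2 fold change of 1.58 ± 0.16 (adjusted p = 2.72e-06) (± standard error, 3 extracts per group). At 5 dpf it had been −0.51 ± 0.14 (adjusted p = 0.00889), and the difference between the ages was 2.09 ± 0.21 (adjusted p = 2.79e-05). It lies on chromosome 11 of GRCz12tu from 27553511 to 27555601. The phosphodiesterase subunit genes pde6gb and pde6ga rose (1.14 ± 0.15 (adjusted p = 2.8e-05) and 0.89 ± 0.15 (adjusted p = 0.000422)), as did gngt1, the gamma subunit of rod transducin (0.97 ± 0.19 (adjusted p = 0.00108)), and the rhodopsin-like gene rhol (0.58 ± 0.11 (adjusted p = 0.00105)). Still lower were the cone phosphodiesterase gene pde6c (−1.90 ± 0.19 (adjusted p = 2.05e-06)), the cone guanylate cyclase activator guca1c (−2.70 ± 0.24 (adjusted p = 7.07e-07)), the ion exchanger slc24a2 (−1.74 ± 0.19 (adjusted p = 6.76e-06)) and the guanylate cyclase gucy2d (−1.37 ± 0.13 (adjusted p = 1.06e-06)). Of the 38 genes of rod and cone phototransduction, 11 rose and 14 fell at 8 dpf (11 higher and 14 lower when adjusted over the list alone), with a median of −0.06 (adjusted p = 0.0655 from camera). The PTU effect was more positive at 8 than at 5 dpf for 23 of them, with a median difference of 0.89 (adjusted p = 9.31e-10, adjusted p = 0.326 with an estimated correlation). Of 7 visual opsins 3 rose and 1 fell (3 and 1 when adjusted over the list alone, median 0.47, adjusted p = 0.275). The ultraviolet opsin opn1sw1 fell (−0.90 ± 0.23 (adjusted p = 0.00791)) and the green opsin opn1mw2 rose (0.84 ± 0.20 (adjusted p = 0.00557)). In control eyes themselves, 18 of the 38 phototransduction genes fell from 5 to 8 dpf and 0 rose (0 and 25 when adjusted over the list alone, 0 higher at an unadjusted p under 0.05, median −0.59, adjusted p = 4.16e-08, adjusted p = 0.351 with an estimated correlation). Over all transcripts, 558 differed between control eyes, and 199 without control 5 dpf replicate 1. Of the 7 visual opsins, 0 were higher and 6 lower in control eyes at 8 dpf at an unadjusted p under 0.05. Neither list was retested for this change with extracts left out. The list of Fig. 4, chosen by the study on these samples and so not independent evidence, had 8 genes that rose and 14 that fell at 8 dpf (8 and 16 when adjusted over the list alone, median −0.22, adjusted p = 0.0655). It passed the test for a fall without control 5 dpf replicate 2, PTU 5 dpf replicate 1, control 8 dpf replicate 3 or PTU 8 dpf replicate 2 or 3 (median −0.31, adjusted p = 0.00297 at the lowest, without control 8 dpf replicate 3). The phototransduction genes that rose numbered 7 without control 5 dpf replicate 1 or PTU 8 dpf replicate 2 or 3 and 6 without control 8 dpf replicate 3. The list passed the test for a fall without PTU 5 dpf replicate 1, control 8 dpf replicate 3 or PTU 8 dpf replicate 2 or 3 (median −0.15, adjusted p = 0.0113 at the lowest, without control 8 dpf replicate 3). The fall of opn1lw2 at 5 dpf was lost without control 5 dpf replicate 1 or 3 or PTU 5 dpf replicate 3 (−0.39, adjusted p = 0.089 at the highest, without control 5 dpf replicate 3). The fall of opn1sw1 at 8 dpf was lost without PTU 8 dpf replicate 1 (−0.51, adjusted p = 0.0759) and the rise of opn1mw2 at 8 dpf without control 8 dpf replicate 3 (0.60, adjusted p = 0.109).

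**Figure D2:**
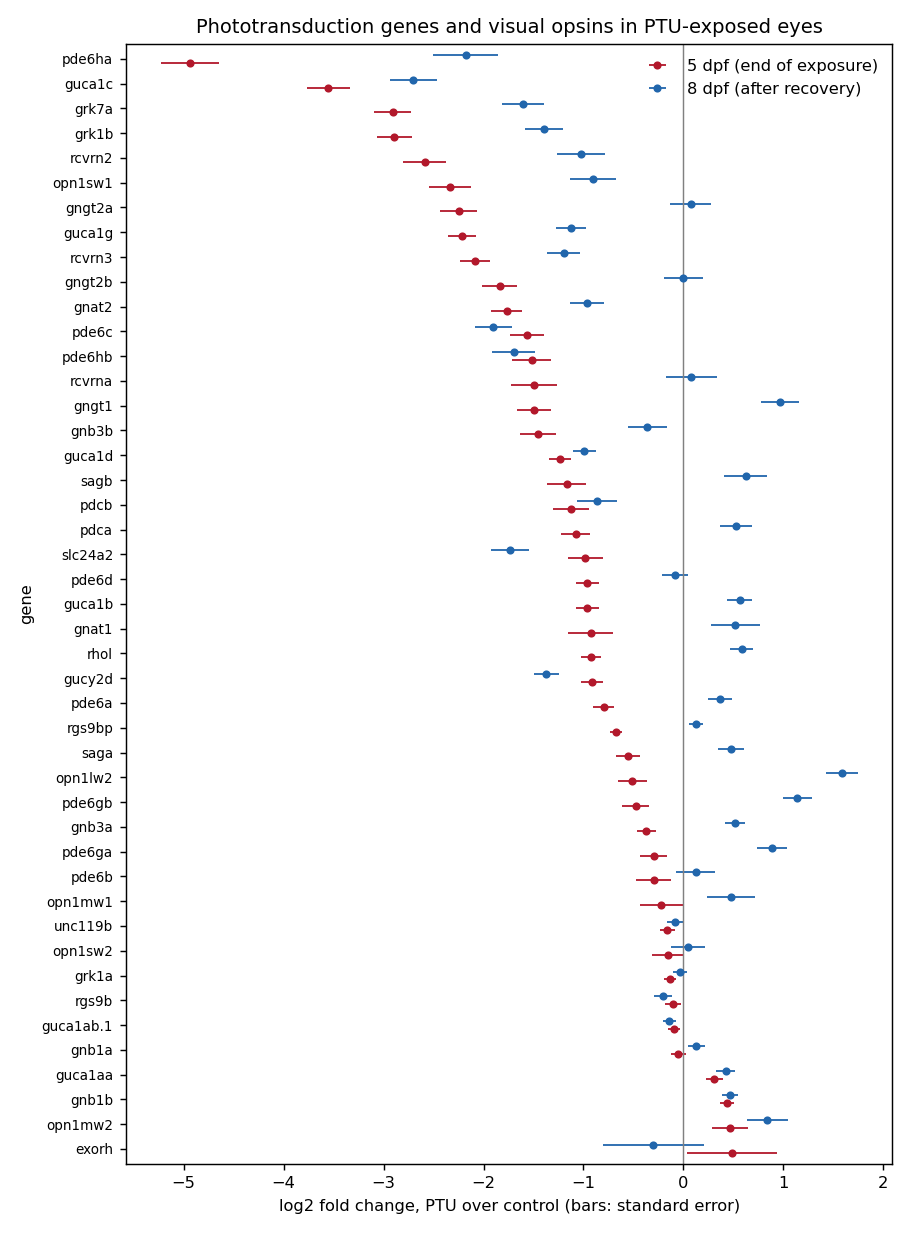
Log2 fold change (PTU over control, horizontal axis) of each measured gene of rod and cone phototransduction and of the visual opsins (vertical axis, ordered by the value at 5 dpf), at 5 and 8 dpf; points are estimates and bars standard errors. At 5 dpf pde6ha is lowest (−4.94), and at 8 dpf opn1lw2 is highest (1.58).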

After depuration, the down-regulation in PTU fish was less strong, and some new transcripts came up that were up-regulated: rhodopsin, opsin, and phosphodiesterase. TBBPA-exposed fish showed less response in transcripts related to sensory perception: only arrestin, guanylate cyclase activator (part of G-protein signaling cascade), calcium binding protein (part of calcium cell signaling pathways), and phosphodiesterase were slightly down-regulated and opsins up-regulated at 5 dpf, whereas only a slight up-regulation of opsin at 8 dpf was detectable.

## 3. Discussion

Based on our previous work that revealed adverse changes in the development of eye structure and function in PTU- and TBBPA-exposed zebrafish larvae [23], the present study aimed to identify the underlying molecular pathways involved in these effects. To this end, full genome microarray analyses of RNA isolated from eye tissue of PTU- and TBBPA-exposed larvae were performed to detect affected processes, pathways, and response patterns. Additionally, we investigated if the transcriptional changes were reversible after 3 days of recovery in clean water until 8 dpf.

### 3.1. General Response Pattern

The first basic finding of our analyses was that PTU had a much stronger impact on transcriptional changes in the eyes of exposed fish than TBBPA, even though similar biological processes were affected. The number of differentially expressed transcripts was over 10-times higher for PTU, and the difference was even greater after the recovery period of 3 days. This was surprising, as morphological and physiological changes in the eyes were comparable in our previous study with the same exposure concentrations [23]. However, the differing extent of transcriptional response is probably due to the differing molecular initiating events of the two THDCs. The PTU response was much more specific and prominent, which probably results from its strong ability to lower TH levels as a specifically designed pharmaceutical. TBBPA instead, seemed to have more general, not only thyroid-related effects, which was evident from expression changes in various pathways, among which cell metabolism was one of the most affected. Thus, it could be assumed that the eyes were a less specific target organ for TBBPA. Yet, both compounds had comparable damaging/pathological effects in the eyes of exposed fish, as shown in our previous study at higher levels of biological organization [23]. Nevertheless, intersect analyses revealed that over 50% of differentially expressed transcripts after TBBPA exposure were also differentially expressed after PTU exposure (Figure 1). Apart from vision- and regeneration-related transcripts, which are discussed in the following paragraphs, we observed significant transcriptional changes in the GO classes hormone system and metabolism (see Supplemental Information), which were, again, much stronger in PTU-treated larvae, but common for both treatments. Concerning the GO class hormone-mediated signaling pathway, mainly down-regulation was observed for both compounds, but significantly more transcripts were affected by PTU at both time points (Figure 3 and Figure S8). For both, the number of affected transcripts was very low. Down-regulation of TRs was only found in the PTU recovery group, which at least partially confirms an inhibitory effect on hormone signaling in the eyes, which fits the observed adverse changes in eye development that are most probably caused by altered TH levels. 

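Both measured thyroid hormone receptor genes were lower in PTU-exposed eyes at both ages. thraa, the receptor alpha gene, had a log2 fold change of −0.74 ± 0.10 (adjusted p = 1.72e-05) at 5 dpf and −0.78 ± 0.11 (adjusted p = 5.48e-05) at 8 dpf (± standard error, 3 extracts per group). thrb, the receptor beta gene, which lies on chromosome 19 of GRCz12tu from 18686848 to 18830460, had −0.55 ± 0.09 (adjusted p = 1e-04) at 5 dpf and −0.70 ± 0.10 (adjusted p = 5.16e-05) at 8 dpf. In both genes all 3 PTU extracts lay below all 3 control extracts at each age, and the difference between the ages did not pass the test (adjusted p = 0.879 and 0.45). klf9, a transcription factor gene that responds to thyroid hormone, had 0.31 ± 0.17 (adjusted p = 0.139) at 5 dpf, which passed the test without control 8 dpf replicate 3 (0.33, adjusted p = 0.0438), and fell at 8 dpf (−0.65 ± 0.18 (adjusted p = 0.0135)), a call lost without PTU 8 dpf replicate 3 (−0.33, adjusted p = 0.105). hhex, a homeobox gene also expressed in the thyroid, rose by 0.35 ± 0.06 (adjusted p = 0.000335) and 0.62 ± 0.07 (adjusted p = 1.02e-05), and the receptor-associated gene thrap3b had 0.13 ± 0.07 (adjusted p = 0.143) and 0.00 ± 0.08 (adjusted p = 0.989). Of 12 measured genes of the thyroid hormone axis, 4 rose and 3 fell at 5 dpf (4 and 3 when adjusted over the list alone, median 0.13, adjusted p = 0.72 from camera). At 8 dpf 4 rose and 3 fell (4 and 3 when adjusted over the list alone, median 0.05, mean −0.02, adjusted p = 0.878 for a rise). The receptor genes were called with the adjusted p. With the fold threshold used for transcripts as well, only thraa at 8 dpf passed, and the genes of this list that rose numbered 2 without PTU 5 dpf replicate 1 at 5 dpf, and 2 without PTU 5 dpf replicate 1 or control 8 dpf replicate 3 at 8 dpf.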

As outlined in the introduction, THs are essential for the regulation of early vertebrate development, including the eye development (reviewed by Bhumika & Darras [29]) and consequently, disturbances of TH signaling will translate into adverse developmental changes, as observed in our previous study [23]. Our study extends this knowledge from mammalian species to the zebrafish model.

Additionally, many general metabolic processes were affected by the THDC treatment in the eyes of exposed zebrafish larvae, which is not surprising, as the primary function of THs is to regulate metabolism [30], which can be disturbed by exposure to THDCs (reviewed by Casals [31] and Jugan [32]). Specifically, GO classes related to nucleic acid metabolism seemed most affected, meaning that synthesis and degradation of DNA and RNA were influenced by the THDC exposure. 

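Genes of purine synthesis and salvage moved both ways, and most measured genes of the cell cycle and proliferation were higher in PTU-exposed eyes at each age. nme2a, a nucleoside diphosphate kinase, fell at 5 dpf with a log2 fold change of −2.27 ± 0.20 (adjusted p = 4.54e-07) (± standard error, 3 extracts per group) and had −0.54 ± 0.23 (adjusted p = 0.08) at 8 dpf. The latter passed the test without control 8 dpf replicate 3 or PTU 8 dpf replicate 3 (−0.78, adjusted p = 0.0382 at the lowest, without PTU 8 dpf replicate 3). pnp4a, a purine nucleoside phosphorylase that also marks pigment cells, had −1.38 ± 0.09 (adjusted p = 1.71e-08) at 5 dpf and 0.21 ± 0.10 (adjusted p = 0.125) at 8 dpf. ada, adenosine deaminase, fell at both ages (−1.26 ± 0.10 (adjusted p = 1.1e-07) and −0.51 ± 0.11 (adjusted p = 0.00214)), whereas entpd1, an enzyme that breaks down extracellular ATP, rose at both (0.87 ± 0.14 (adjusted p = 0.000116) and 1.52 ± 0.15 (adjusted p = 2.8e-06)). gart and impdh1b, enzymes of purine synthesis, rose at 8 dpf (0.47 ± 0.07 (adjusted p = 0.000122) and 0.46 ± 0.06 (adjusted p = 1.69e-05)). Of 29 purine genes 5 rose and 11 fell at 5 dpf (6 and 12 when adjusted over the list alone, median −0.06, adjusted p = 0.183 from camera). At 8 dpf 5 rose and 3 fell (5 and 3 when adjusted over the list alone, median 0.11, adjusted p = 0.367). The median difference between the ages was 0.20 (adjusted p = 0.00606, adjusted p = 0.326 with an estimated correlation), and 11 genes passed this test upwards. In control eyes 0 purine genes were higher and 11 lower at 8 than at 5 dpf at an unadjusted p under 0.05, which was not retested with extracts left out. Of 43 genes of the cell cycle and proliferation, 31 rose and 0 fell at 5 dpf (33 and 0 when adjusted over the list alone, 0 lower at an unadjusted p under 0.05, median 0.31, adjusted p = 4.09e-08, adjusted p = 0.37 with an estimated correlation). At 8 dpf 38 rose and 0 fell (40 and 0 when adjusted over the list alone, 0 lower at an unadjusted p under 0.05, median 0.47, adjusted p = 2.51e-16, adjusted p = 0.202 with an estimated correlation). mcm2, a part of the replicative helicase, rose by 0.39 ± 0.06 (adjusted p = 0.000127) at 5 dpf and 0.78 ± 0.07 (adjusted p = 7.56e-07) at 8 dpf. The topoisomerase gene top2a rose by 0.48 ± 0.07 (adjusted p = 3.94e-05) and 0.76 ± 0.07 (adjusted p = 2.36e-06). In control eyes 28 of these 43 genes fell from 5 to 8 dpf and 0 rose (0 and 33 when adjusted over the list alone, 0 higher at an unadjusted p under 0.05, median −0.46, adjusted p = 5.01e-19, adjusted p = 0.212 with an estimated correlation). The list was not retested for this change with extracts left out, and of the 558 transcripts that differed between control eyes, the number was 199 without control 5 dpf replicate 1. The purine genes that rose at 5 dpf numbered 3 without PTU 5 dpf replicate 1 and 8 without PTU 8 dpf replicate 1.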

Similar effects on purine transcript levels in heads of zebrafish larvae were described in our study by Bagci [15] after deiodinase knockdown in zebrafish embryos. It was hypothesized that purine metabolism and vision are tightly linked, since cGMP phosphodiesterase levels play an important role in phototransduction. In our study by De Wit [33] in which zebrafish liver transcriptomics were investigated after TBBPA exposure, we observed similarly affected pathways as in the present study. We found that TBBPA induced oxidative stress and general stress responses with numerous differentially expressed transcripts associated with defense mechanisms, metabolizing enzymes, and signal transduction. Again, these results fit well with the eye pathologies of THDC-exposed larvae we could demonstrate in our previous study [23].

### 3.2. Effects on Vision-Related Transcripts at 5 dpf

Despite the difference in the amounts of affected transcripts, our analyses of the biological functions revealed that similar processes in the eyes of exposed larvae were affected by the two THDC treatments, especially with regard to transcripts involved in neurological system, visual and sensory perception. However, the most obvious differences between the two compounds were, e.g., the response pattern for the GO class sensory perception, where at 5 dpf we found over 90% down-regulation in PTU-treated fish compared to over 80% up-regulation in TBBPA-treated fish. Independent of the type of approach for our data analyses, important transcriptional changes of neuro-, sensory-, and vision-related genes were always detected for both compounds and time points, as well as the different intersects. This effect was more prominent in PTU-exposed fish, but also considerable in TBBPA-treated fish. These results provide strong evidence that the treatment with both THDCs did induce molecular changes that affect the eye development and function of exposed zebrafish larvae, as already demonstrated in our previous study at higher levels of biological organization, i.e., cellular changes in the retina, reduced eye size, and impaired visual performance of PTU- and TBBPA-exposed larvae [23]. To understand these adverse effects at the molecular level, we were specifically interested in transcript changes of genes involved in phototransduction and retinoid acid recycling pathways in the eyes. As illustrated in Figure 4, almost all components of these pathways were differentially expressed due to the THDC treatment, which clearly implicates that the phototransduction physiology of exposed larvae was impaired. With PTU exposure, a strong down-regulation of almost all differentially expressed eye- and nervous system-related transcripts at 5 dpf was observed (Figure 4). As these are essential for morphology and physiology of the eyes, the observed down-regulation can most probably be linked to adverse effects on eye morphology and visual capacities of the exposed fish, as documented in our previous study at 5 dpf [23]. The transcriptional response pattern in TBBPA-treated fish differed from the one of PTU: fewer eye- and nervous system-related genes were differentially expressed after the treatment, and those that were affected were mainly up-regulated (opsins), which is surprising, as the observed effects at higher organization level were similar in the chosen exposure concentrations of PTU and TBBPA. However, as illustrated in Figure 4, essential components of the phototransduction pathway were also differentially expressed due to the TBBPA treatment, which confirms our previous findings on impaired visual capacities of exposed larvae.

Our analyses extend our previous findings and existing literature on TH regulation of eye development in vertebrates that can be disturbed by THDC exposure. It has been reported that in zebrafish, mice, and humans, THs regulate expression of opsins in the retina through the Thrb2 receptor [34]. Suzuki [35] described that the zebrafish retina has four different cone types, for which the relative amounts in the retina are regulated by THs. Similar work by Dong [11] showed that TRb mRNA expression is localized in two specific layers, the ganglion layer and the amacrine and/or bipolar cell layer of the developing retina of zebrafish, which was disrupted after exposure to the THDC 6-OH-BDE 47. This was recently supported by our research presented in Houbrechts [26], where we found reduced T3 levels and eye size in zebrafish with deiodinase knockdown. Similar findings have been reported in our study by Bagci [15], where we describe down-regulation of transcripts involved in purine metabolism, phototransduction, and nervous system/eye development in the head of deiodinase deficient zebrafish larvae. Deiodinases play an important role in the TH system, as they convert the inactive TH T4 to the active T3 form. PTU is known as a deiodinase inhibitor in mammals [36,37], but its inhibitory effect on fish deiodinases is less clear [36]. 

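In the eyes, dio2, the deiodinase that turns T4 into T3, was slightly higher with PTU at both ages, and dio1 was lower at 5 dpf. dio2 had a log2 fold change of 0.30 ± 0.05 (adjusted p = 0.00029) at 5 dpf and 0.34 ± 0.06 (adjusted p = 0.000413) at 8 dpf (± standard error, 3 extracts per group), and all 3 PTU extracts lay above all 3 control extracts at each age. The gene lies on chromosome 17 of GRCz12tu from 18136079 to 18139449. dio1, a deiodinase that both activates and clears thyroid hormones, had −0.35 ± 0.06 (adjusted p = 0.000335) at 5 dpf and 0.02 ± 0.07 (adjusted p = 0.839) at 8 dpf. The difference between the ages was 0.37 ± 0.09 (adjusted p = 0.0131) for dio1, a call lost without PTU 5 dpf replicate 1 or control 8 dpf replicate 3 (0.33, adjusted p = 0.0666 at the highest, without control 8 dpf replicate 3), and 0.04 ± 0.08 (adjusted p = 0.755) for dio2. Probes for dio3 were not among the values used here. Both deiodinase changes stayed under the fold threshold of 0.75 used for transcripts, and they were called by limma's adjusted p.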

In our previous study [23], we observed up-regulation of dio2 and down-regulation of dio3 in whole body homogenate of PTU-treated zebrafish, which was not the case in the eye tissue of the present study. Similar observations were made for TR expression, for which both isoforms were down-regulated in the whole body of PTU-exposed larvae [23] but only in the recovery group of the present study (see Figure S8, Supplemental Information). Similarly, TBBPA treatment did not affect TR expression in the eyes (see Figure S8, Supplemental Information), while this has been demonstrated in whole zebrafish larvae before [23,37]. Despite the obvious differences between whole body and eye tissue measurements, these previously documented changes in TH signaling of the larvae are very likely to be involved in the observed changes of eye morphology, physiology, and vision-related pathways documented in our experiments with PTU and TBBPA.

A general neurotoxic mechanism of TBBPA might also play a role, as shown, e.g., by Chen [38], who exposed zebrafish embryos to TBBPA and observed neurobehavioral toxicity, together with transcriptional changes of pathways for neuronal development. A recent study by Park [39] showed that TBBPA is ototoxic in mice and zebrafish as it causes loss of zebrafish neuromasts and hair cells in the rat cochlea. The number of TBBPA studies that show similar results is increasing [40,41]. However, the described behavioral changes might partly be explained by the disrupting effect on eye development as observed in the present and in our recent study [23].

Consequently, even though the molecular initiating events in TH signaling may differ, the findings of the present study indicate that the toxicity pathways merge at a certain level to translate in uniform changes of eye development. Such observations are particularly relevant in the context of the current discussion about the adverse outcome pathway concept. Moreover, data from our own research [14,15,23,26] link TH disruption, either via knockdowns or via toxicological exposure, to morphological, physiological, and behavioral effects of the visual system, thus, effectively showing evidence of higher-level outcomes.

### 3.3. Evidence for Regeneration at 8 dpf

Interestingly, the response pattern of vision-related transcripts between 5 and 8 dpf clearly changed for both substances. While for TBBPA, only one up-regulated transcript (opsin) was still detectable at 8 dpf, the number of differentially expressed vision-related transcripts for PTU was still high, and the pattern changed from mainly down-regulated to more up-regulated at 8 dpf. Transcripts that were not affected at 5 dpf but became up-regulated after the depuration period were opsins (light-sensitive protein) and phosphodiesterase. Most of the transcripts that were down-regulated at 5 dpf, were still down-regulated but less apparent at 8 dpf. This change of response pattern for both substances provides evidence for activation of a recovery effect after the depuration period of 3 days, especially because transcripts from the GO class regeneration were strongly upregulated, which might be a compensatory response. 

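Many genes of the retinoid cycle, which renews the chromophore of the opsins, were lower at 5 dpf, and for some of them the PTU effect was less negative at 8 dpf. rpe65a, the isomerase of the pigment epithelium, had a log2 fold change of −2.56 ± 0.12 (adjusted p = 7.42e-10) at 5 dpf and −0.98 ± 0.13 (adjusted p = 4.61e-05) at 8 dpf (± standard error, 3 extracts per group), a difference of 1.58 ± 0.18 (adjusted p = 5.79e-05). rgrb, a retinal G-protein coupled receptor gene, had −2.22 ± 0.10 (adjusted p = 6.04e-10) and −1.12 ± 0.11 (adjusted p = 2.33e-06), and stra6, the receptor that takes up vitamin A, −2.10 ± 0.11 (adjusted p = 1.58e-09) and −0.66 ± 0.12 (adjusted p = 0.000508). rdh5, a retinol dehydrogenase, fell at 5 dpf (−2.12 ± 0.18 (adjusted p = 2.49e-07)) and had −0.47 ± 0.20 (adjusted p = 0.0862) at 8 dpf, with a difference of 1.65 ± 0.27 (adjusted p = 0.000785). rdh8a, the retinol dehydrogenase of photoreceptors, was about as low at 8 dpf (−0.91 ± 0.13 (adjusted p = 7.94e-05)) as at 5 dpf (−1.02 ± 0.12 (adjusted p = 5.23e-06); difference 0.11 ± 0.18 (adjusted p = 0.713)). rlbp1a, a retinaldehyde binding protein, rose at 8 dpf (0.61 ± 0.08 (adjusted p = 5.68e-05)). Its fall at 5 dpf (−0.28 ± 0.08 (adjusted p = 0.00688)) was lost without control 5 dpf replicate 1 or 3 or PTU 5 dpf replicate 3 (−0.28, adjusted p = 0.0999 at the highest, without control 5 dpf replicate 1). Of 27 measured genes of the list 3 rose and 15 fell at 5 dpf (5 and 15 when adjusted over the list alone, median −0.26, adjusted p = 0.00089 from camera, adjusted p = 0.37 with an estimated correlation). At 8 dpf 7 rose and 9 fell (7 and 11 when adjusted over the list alone, median −0.10, adjusted p = 0.31). The median difference between the ages was 0.22 (adjusted p = 0.000122, adjusted p = 0.357 with an estimated correlation). In control eyes 1 gene of the list was higher and 9 were lower at 8 than at 5 dpf at an unadjusted p under 0.05. Across all transcripts, 740 of the 826 down-regulated at 5 dpf (89.6%) still had a log2 fold change below 0 at 8 dpf.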

Similar observations were made by Houbrechts [26], who observed recovery of adverse apical effects in the eyes of zebrafish with deiodinase knockdown at 7 dpf. This can be explained by the chosen method for the gene knockdown with morpholinos, that is known to be not fully persistent over longer periods.

Generally, we identified different GO classes that can be regarded as a basic response to regeneration/recovery in the eyes of exposed larvae. Genes involved in tissue development, immune system, cell redox homeostasis, and positive regulation of cellular component organization were differentially expressed for both compounds and time points, which is in line with the cellular and morphological changes in the eyes observed in our previous study [23]. These changes were even stronger at 8 dpf, which suggests that repair mechanisms were increasingly activated in the recovery phase after the THDC treatment was ceased. 

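Some genes of connective tissue and vessels were higher in PTU-exposed than in control eyes of the same age at 8 dpf, and genes of skin and corneal epithelium changed in both directions. fn1b, a fibronectin of the extracellular matrix, had a log2 fold change of 2.16 ± 0.14 (adjusted p = 2.4e-08) at 5 dpf and 0.88 ± 0.16 (adjusted p = 0.000605) at 8 dpf (± standard error, 3 extracts per group). At 8 dpf col1a2, a chain of type I collagen, was higher than in control eyes by 0.95 ± 0.12 (adjusted p = 3.14e-05) and cldn5b, a claudin of vessel walls, by 0.93 ± 0.10 (adjusted p = 6.72e-06). In control eyes col1a2 fell from 5 to 8 dpf (−1.59 ± 0.16 (adjusted p = 2.6e-05)), and its mean level in PTU-exposed eyes went from 0.31 to −0.62. kera, the keratocan of the corneal stroma, fell at both ages (−1.34 ± 0.11 (adjusted p = 1.35e-07) and −1.07 ± 0.12 (adjusted p = 6.43e-06)). Of 30 genes of this list, 8 rose and 5 fell at 5 dpf (8 and 5 when adjusted over the list alone, median 0.21, adjusted p = 0.274 from camera). At 8 dpf 14 rose and 1 fell (14 and 2 when adjusted over the list alone, median 0.34, adjusted p = 0.00786, adjusted p = 0.505 with an estimated correlation). In control eyes 10 genes of the list fell from 5 to 8 dpf and 0 rose (0 higher and 13 lower when adjusted over the list alone, 0 higher at an unadjusted p under 0.05, median −0.31, adjusted p = 1.46e-06, adjusted p = 0.212 with an estimated correlation). Such calls between control eyes rest much on single extracts, with 558 transcripts in all and 199 without control 5 dpf replicate 1. anxa2a, an annexin, and cdh1, the cadherin of epithelia, rose by 1.88 ± 0.16 (adjusted p = 2.52e-07) and 1.77 ± 0.14 (adjusted p = 1.81e-07) at 5 dpf and by 1.71 ± 0.18 (adjusted p = 3.37e-06) and 1.62 ± 0.16 (adjusted p = 2.37e-06) at 8 dpf. The keratin gene krt91 fell at both ages (−1.05 ± 0.17 (adjusted p = 0.000119) and −0.99 ± 0.19 (adjusted p = 0.000878)). Of 36 skin and corneal epithelium genes 8 rose and 13 fell at 5 dpf (8 and 13 when adjusted over the list alone, median −0.12, adjusted p = 0.599). At 8 dpf 7 rose and 10 fell (7 and 11 when adjusted over the list alone, median −0.07, adjusted p = 0.367). The connective tissue call at 8 dpf was lost without control 8 dpf replicate 2 or PTU 8 dpf replicate 1 (median 0.20, adjusted p = 0.242 at the highest, without PTU 8 dpf replicate 1). Its genes that rose at 5 dpf numbered 13 without control 5 dpf replicate 2 and 5 without control 5 dpf replicate 3. The skin list passed camera at 5 dpf without control 5 dpf replicate 3 (median −0.25, adjusted p = 0.0131). Its genes that fell numbered 7 without control 5 dpf replicate 1 or 2 or PTU 5 dpf replicate 2 and 8 without PTU 5 dpf replicate 1 at 5 dpf, and 5 without PTU 8 dpf replicate 1 at 8 dpf.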

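Whether the PTU effect was larger at 8 than at 5 dpf differed between groups of genes, and each value that follows is a test of that difference. Markers of macrophages, microglia and neutrophils, the phagocytes of the immune system, were raised further at 8 dpf: the median difference was 0.67 (adjusted p = 2.63e-08 from camera, adjusted p = 0.326 with an estimated correlation), and 15 of 24 genes passed the test upwards. apoc1, an apolipoprotein gene of macrophages, was among them, with a difference of 1.92 ± 0.22 (adjusted p = 5.95e-05) (± standard error, 3 extracts per group). Genes of the cell cycle had a median difference of 0.15 (adjusted p = 0.00159, adjusted p = 0.712 with an estimated correlation). The injury and regeneration response was less raised at 8 dpf, with a median difference of −0.17 (adjusted p = 0.00296, adjusted p = 0.326 with an estimated correlation; 5 genes upwards, 14 downwards of 40). The same held for protein folding in the endoplasmic reticulum, at −0.14 (adjusted p = 0.00296, adjusted p = 0.326 with an estimated correlation; 3 upwards, 13 downwards of 46), and for heat shock proteins and chaperones, at −0.23 (adjusted p = 5.8e-05, adjusted p = 0.368 with an estimated correlation). The lists of inflammatory mediators (−0.01, adjusted p = 0.475), redox homeostasis (0.14, adjusted p = 0.19), connective tissue (0.10, adjusted p = 0.205) and the proteasome (−0.04, adjusted p = 0.125) did not pass this test. The connective tissue list passed it without control 5 dpf replicate 3 or control 8 dpf replicate 3 (median 0.15, adjusted p = 0.0162 at the lowest, without control 5 dpf replicate 3). The proteasome list passed it without control 8 dpf replicate 3 or PTU 8 dpf replicate 3 (median −0.15, adjusted p = 0.00326 at the lowest, without control 8 dpf replicate 3). From stronger changes at 8 dpf in genes of tissue development, the immune system and redox homeostasis, the paper proposes that repair was increasingly activated in the recovery phase. Its statement concerns GO classes, which were not rebuilt here, and the median differences of the lists are another measure.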

The same pattern was also observed for non-eye-related GO classes, and again, these changes were more prominent for PTU than for TBBPA.

The activation of repair mechanisms in the eyes of exposed larvae at 8 dpf might not only be a response to cellular changes in the eyes but could be enforced by different other factors. There are multiple studies that describe the involvement of THs in regeneration processes of fish, for example, Bouzaffour [42] showed that altered TH levels in methimazole-treated zebrafish resulted in impaired fin regeneration after amputation. Bhumika [43] demonstrated that lowered TH levels accelerate optic tectum re-innervation following optic nerve crush in zebrafish. Generally, THs seem to be crucial for different aspects of neuronal regeneration in vertebrates (reviewed by Bhumika & Darras [29]). In the present study, the strongest activation of genes related to regeneration was observed for suppressors of cytokine signaling (immunomodulation), major vault protein (mediates drug resistance), proto oncogene (helps to regulate cell growth and differentiation), heat shock proteins (prevention of protein damage under stress), and different activators of transcription. Moreover, multiple genes involved in tissue development and cell redox homeostasis were up-regulated. For instance, thioredoxin (redox protein, antioxidant), glutaredoxin (redox enzyme), and protein disulfide isomerase (catalyzes protein folding) suggest that the treatment caused oxidative stress and tissue damage in the eye, which was antagonized by those redox and repair proteins. 

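Many genes of the injury and regeneration response were higher in PTU-exposed eyes at both ages. atf3, a transcription factor switched on by stress, had a log2 fold change of 3.81 ± 0.12 (adjusted p = 1.73e-11) at 5 dpf and 2.04 ± 0.14 (adjusted p = 4.82e-08) at 8 dpf (± standard error, 3 extracts per group). socs3a, a suppressor of cytokine signalling, had 2.94 ± 0.14 (adjusted p = 7.06e-10) and 1.93 ± 0.15 (adjusted p = 2.03e-07), and its paralog socs3b 1.95 ± 0.08 (adjusted p = 1.77e-10) and 1.20 ± 0.08 (adjusted p = 7.93e-08). mvp, the major vault protein, had 2.45 ± 0.12 (adjusted p = 1.69e-09) and 2.04 ± 0.14 (adjusted p = 4.97e-08). The proto-oncogene jun had 2.17 ± 0.09 (adjusted p = 4.09e-10) and 0.97 ± 0.10 (adjusted p = 4.52e-06), and junbb, of the same family, 1.86 ± 0.11 (adjusted p = 7.26e-09) and 0.67 ± 0.12 (adjusted p = 0.000596). junba had 0.10 ± 0.06 (adjusted p = 0.186) at 5 dpf. stat3, an activator of transcription in cytokine signalling, rose by 0.95 ± 0.07 (adjusted p = 7.83e-08) and 0.50 ± 0.08 (adjusted p = 0.00021). cebpb and sox11b, transcription factor genes of the same list, rose by 2.58 ± 0.13 (adjusted p = 1.95e-09) and 2.49 ± 0.10 (adjusted p = 2.77e-10) at 5 dpf. Of 40 measured genes of this list, 22 rose and 4 fell at 5 dpf (24 and 6 when adjusted over the list alone, median 0.30, adjusted p = 8.35e-06 from camera, adjusted p = 0.0732 with an estimated correlation). At 8 dpf 19 rose and 3 fell (19 and 3 when adjusted over the list alone, median 0.19, adjusted p = 8.8e-05, adjusted p = 0.096 with an estimated correlation). Of 36 heat shock proteins and chaperones 19 rose and 3 fell at 5 dpf (19 and 3 when adjusted over the list alone, median 0.26, adjusted p = 0.00701, adjusted p = 0.481 with an estimated correlation). At 8 dpf 5 rose and 7 fell (5 and 7 when adjusted over the list alone, median −0.01, adjusted p = 0.45). hspb1, a small heat shock protein, rose by 0.75 ± 0.09 (adjusted p = 1.15e-05) at 5 dpf and 0.32 ± 0.10 (adjusted p = 0.0305) at 8 dpf. The latter call was lost without control 5 dpf replicate 1, PTU 5 dpf replicate 1, control 8 dpf replicate 1 or 3 or PTU 8 dpf replicate 1 or 3 (0.19, adjusted p = 0.227 at the highest, without PTU 8 dpf replicate 1). hsp70l had 0.44 ± 0.13 (adjusted p = 0.0126) and −0.52 ± 0.15 (adjusted p = 0.0125). These calls were lost without control 5 dpf replicate 2 or 3 or PTU 5 dpf replicate 1 (0.19, adjusted p = 0.317 at the highest, without PTU 5 dpf replicate 1) and without control 8 dpf replicate 1 or PTU 8 dpf replicate 1 (−0.39, adjusted p = 0.109 at the highest, without control 8 dpf replicate 1). The 34 measured genes that the study names in its text, not independent evidence since they were chosen on these samples, rose in 24 cases and fell in 8 at 5 dpf (24 and 8 when adjusted over the list alone, adjusted p = 9.15e-07, adjusted p = 0.0547 with an estimated correlation). At 8 dpf they rose in 24 cases and fell in 7 (24 and 7 when adjusted over the list alone, adjusted p = 7.59e-08). Without PTU 5 dpf replicate 1 the heat shock list did not pass camera at 5 dpf (median 0.15, adjusted p = 0.0623) and 10 of its genes rose. At 8 dpf those that fell numbered 4 without control 5 dpf replicate 1, 2 without control 8 dpf replicate 1 and 3 without PTU 8 dpf replicate 1.

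**Figure D3:**
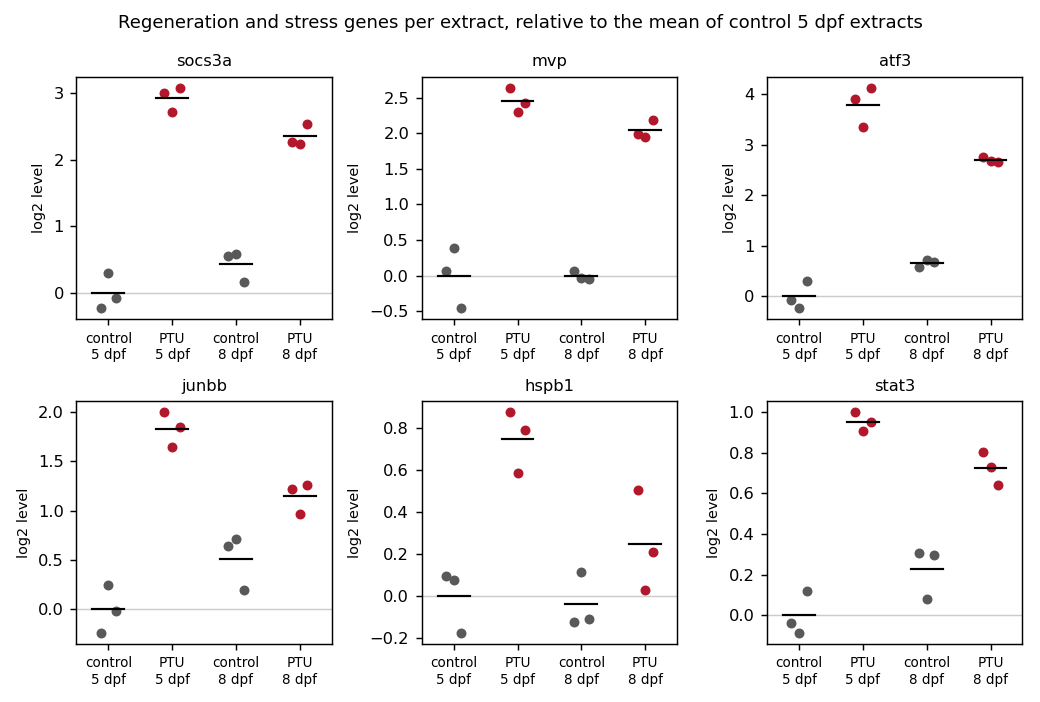
Log2 level of socs3a, mvp, atf3, junbb, hspb1 and stat3 (vertical axis, relative to the mean of the control extracts at 5 dpf) in the 4 groups of eyes (horizontal axis); each point is 1 of 3 extracts and each line the mean of a group. For atf3 the means are 3.79 in PTU-exposed eyes at 5 dpf, 0.66 in control eyes at 8 dpf and 2.69 in PTU-exposed eyes at 8 dpf.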

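Genes of protein folding in the endoplasmic reticulum were mostly higher in PTU-exposed eyes, while genes of redox homeostasis went both ways. txnb, a thioredoxin, had a log2 fold change of 2.20 ± 0.11 (adjusted p = 2.07e-09) at 5 dpf and 1.50 ± 0.13 (adjusted p = 5.02e-07) at 8 dpf (± standard error, 3 extracts per group), and the glutaredoxin gene glrx 0.78 ± 0.08 (adjusted p = 2.25e-06) and 0.91 ± 0.09 (adjusted p = 2.67e-06). The protein disulfide isomerase genes pdia3, pdia4, pdia6 and p4hb rose by 1.03 ± 0.11, 0.82 ± 0.06, 0.69 ± 0.06 and 0.48 ± 0.07 at 5 dpf and by 1.19 ± 0.12, 0.73 ± 0.06, 0.50 ± 0.07 and 0.41 ± 0.08 at 8 dpf (largest adjusted p = 0.000807). calr3b, a calreticulin that binds calcium and folding proteins, rose by 1.69 ± 0.13 (adjusted p = 1.22e-07) and 1.57 ± 0.15 (adjusted p = 1.38e-06). The stress response genes xbp1 and trib3 rose by 1.40 ± 0.10 (adjusted p = 3.62e-08) and 1.74 ± 0.12 (adjusted p = 2.54e-08) at 5 dpf and by 0.40 ± 0.11 (adjusted p = 0.0105) and 0.41 ± 0.13 (adjusted p = 0.0231) at 8 dpf. At 8 dpf the calls were lost without control 8 dpf replicate 1 (0.34, adjusted p = 0.0721) and without control 5 dpf replicate 1, control 8 dpf replicate 1 or 2 or PTU 8 dpf replicate 1 (0.17, adjusted p = 0.273 at the highest, without PTU 8 dpf replicate 1). gpx4b, a glutathione peroxidase that protects membranes, rose by 1.71 ± 0.14 (adjusted p = 1.85e-07) and 1.32 ± 0.16 (adjusted p = 1.29e-05). prdx6, a peroxiredoxin, had 0.21 ± 0.11 (adjusted p = 0.134) at 5 dpf and rose at 8 dpf (1.18 ± 0.12 (adjusted p = 3.84e-06)), while sod2, the superoxide dismutase of mitochondria, fell at 5 dpf (−1.15 ± 0.11 (adjusted p = 9.42e-07)) and had −0.07 ± 0.12 (adjusted p = 0.697) at 8 dpf. Of 46 genes of folding and the unfolded protein response, 31 rose and 3 fell at 5 dpf (31 and 3 when adjusted over the list alone, median 0.49, adjusted p = 5.49e-09 from camera, adjusted p = 0.0547 with an estimated correlation). At 8 dpf 26 rose and 1 fell (27 and 3 when adjusted over the list alone, median 0.34, adjusted p = 4.39e-06, adjusted p = 0.096 with an estimated correlation). Of 55 redox genes 18 rose and 19 fell at 5 dpf (19 and 20 when adjusted over the list alone, median 0.02, adjusted p = 0.965 for a fall). At 8 dpf 15 rose and 0 fell (14 and 0 when adjusted over the list alone, 4 lower at an unadjusted p under 0.05, median 0.04, adjusted p = 0.244). The redox list passed camera at 8 dpf without control 8 dpf replicate 2 or PTU 8 dpf replicate 1 (median 0.11, adjusted p = 0.0264 at the lowest, without PTU 8 dpf replicate 1). Without PTU 5 dpf replicate 1, 10 of its genes rose at 5 dpf.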

For both THDCs, induction of oxidative stress and reactive oxygen species formation in fish and rodents has been described before [44,45].

Another aspect that has to be considered regarding the activation of repair mechanisms is the interplay of the thyroid and immune system. Concerning immune-related genes, PTU and TBBPA exposure resulted in very different response patterns (see Figure S10, Supplemental Information). TBBPA had almost no effect, with matrix metallopeptidase being the only affected immune-related gene. PTU-treated fish instead, showed transcriptional changes for 37 different immune-related genes at 5 dpf, of which the majority was up-regulated compared to the negative control. 

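Most measured inflammatory mediators and phagocyte markers were higher in PTU-exposed eyes at 5 dpf. c7b, a complement component, had a log2 fold change of 2.88 ± 0.09 (adjusted p = 1.73e-11) (± standard error, 3 extracts per group), and the metalloproteinase genes mmp9 and mmp13a, whose products degrade extracellular matrix, had 2.49 ± 0.13 (adjusted p = 2.47e-09) and 2.21 ± 0.20 (adjusted p = 5.45e-07). The chemokine genes ccl34a.4 and cxcl18b rose by 2.19 ± 0.10 (adjusted p = 6.57e-10) and 1.78 ± 0.09 (adjusted p = 2.47e-09), and il34, a growth factor of macrophages, by 1.34 ± 0.07 (adjusted p = 1.94e-09). ptgs2b, a cyclooxygenase of prostaglandin synthesis, rose at 5 dpf (1.07 ± 0.09 (adjusted p = 1.81e-07)) and had 0.12 ± 0.10 (adjusted p = 0.379) at 8 dpf. Of 29 measured inflammatory mediators, complement genes and metalloproteinases, 21 rose and 1 fell (22 and 2 when adjusted over the list alone, median 0.51, adjusted p = 2.76e-09 from camera, adjusted p = 0.0732 with an estimated correlation). lcp1 and coro1a, actin-binding proteins of white blood cells, rose by 2.35 ± 0.10 (adjusted p = 2.73e-10) and 1.37 ± 0.07 (adjusted p = 1.58e-09), and the myeloid transcription factor spi1b by 1.45 ± 0.09 (adjusted p = 1.25e-08). Of 24 markers of macrophages, microglia and neutrophils, 18 rose and 0 fell (18 and 0 when adjusted over the list alone, 1 lower at an unadjusted p under 0.05, median 0.84, adjusted p = 1.9e-09, adjusted p = 0.16 with an estimated correlation). irf1b and irf9, transcription factors of the interferon response, rose by 1.47 ± 0.11 (adjusted p = 4.85e-08) and 1.18 ± 0.09 (adjusted p = 6.07e-08). Of 14 genes of MHC class I, immunoproteasome and interferon response, 7 rose and 0 fell (7 and 0 when adjusted over the list alone, 1 lower at an unadjusted p under 0.05, median 0.25, adjusted p = 0.00541, adjusted p = 0.349 with an estimated correlation). Of 5 red blood cell genes 1 rose and 1 fell (1 and 1 when adjusted over the list alone, median 0.11, adjusted p = 0.852). Of 35 skeletal muscle genes 8 rose and 1 fell (8 and 1 when adjusted over the list alone, median 0.18, adjusted p = 0.132). This list passed camera without control 5 dpf replicate 2 or PTU 5 dpf replicate 2 (median 0.53, adjusted p = 3.76e-05 at the lowest, without control 5 dpf replicate 2). Its genes that rose numbered 4 without control 5 dpf replicate 1 or 3 or PTU 5 dpf replicate 1, 17 without control 5 dpf replicate 2 and 5 without PTU 5 dpf replicate 3.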

At 8 dpf, the number increased to 41 genes, and the percentage of up-regulated transcripts increased to over 90%. 

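At 8 dpf the markers of phagocytes had the highest median of the gene lists tested in PTU-exposed eyes. Of 24 markers of macrophages, microglia and neutrophils, 21 rose and 0 fell (22 and 0 when adjusted over the list alone, 0 lower at an unadjusted p under 0.05), with a median log2 fold change of 1.76 (adjusted p = 3.64e-22 from camera, adjusted p = 0.0615 with an estimated correlation). apoc1, an apolipoprotein gene, had 3.27 ± 0.16 (adjusted p = 1.7e-09), lcp1 3.12 ± 0.11 (adjusted p = 9.35e-11), grna.1, a granulin, 3.02 ± 0.12 (adjusted p = 2.99e-10) and fcer1gl, a signalling chain of immunoglobulin receptors, 2.52 ± 0.13 (adjusted p = 3.71e-09) (± standard error, 3 extracts per group). cd74a and cd74b, the invariant chains of MHC class II, rose by 2.30 ± 0.12 (adjusted p = 1.89e-09) and 2.30 ± 0.09 (adjusted p = 3.32e-10). At 5 dpf they had been 0.10 ± 0.10 (adjusted p = 0.465) and 0.01 ± 0.09 (adjusted p = 0.906), and the differences between the ages were 2.21 ± 0.16 (adjusted p = 5.9e-07) and 2.28 ± 0.13 (adjusted p = 9.74e-08). The complement gene cfp had 2.59 ± 0.15 (adjusted p = 1.15e-08) and lies on chromosome 8 of GRCz12tu from 25566900 to 25583114. The chemokine genes ccl34a.4 and ccl34b.1 rose by 2.09 ± 0.11 (adjusted p = 3.74e-09) and 2.00 ± 0.09 (adjusted p = 4.11e-10), and ccl34b.1 had been 0.08 ± 0.08 (adjusted p = 0.454) at 5 dpf. The metalloproteinase genes mmp9, mmp14b and mmp2 rose by 1.78 ± 0.15 (adjusted p = 3.68e-07), 1.51 ± 0.09 (adjusted p = 7.26e-09) and 1.13 ± 0.16 (adjusted p = 7.66e-05). mmp13a rose less than at 5 dpf (0.89 ± 0.22 (adjusted p = 0.00704)), and this call was lost without PTU 8 dpf replicate 3 (0.72, adjusted p = 0.0646). Of 29 inflammatory mediators, complement genes and metalloproteinases, 18 rose and 0 fell (19 and 0 when adjusted over the list alone, 0 lower at an unadjusted p under 0.05, median 0.57, adjusted p = 1.18e-10, adjusted p = 0.0615 with an estimated correlation). Of 14 genes of MHC class I, immunoproteasome and interferon response 9 rose and 0 fell (9 and 1 when adjusted over the list alone, 1 lower at an unadjusted p under 0.05, median 0.34, adjusted p = 0.00142, adjusted p = 0.259 with an estimated correlation). Of 5 red blood cell genes 0 rose and 0 fell (0 and 0 when adjusted over the list alone, 0 higher at an unadjusted p under 0.05, 0 lower at an unadjusted p under 0.05, median 0.25, adjusted p = 0.542).

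**Figure D4:**
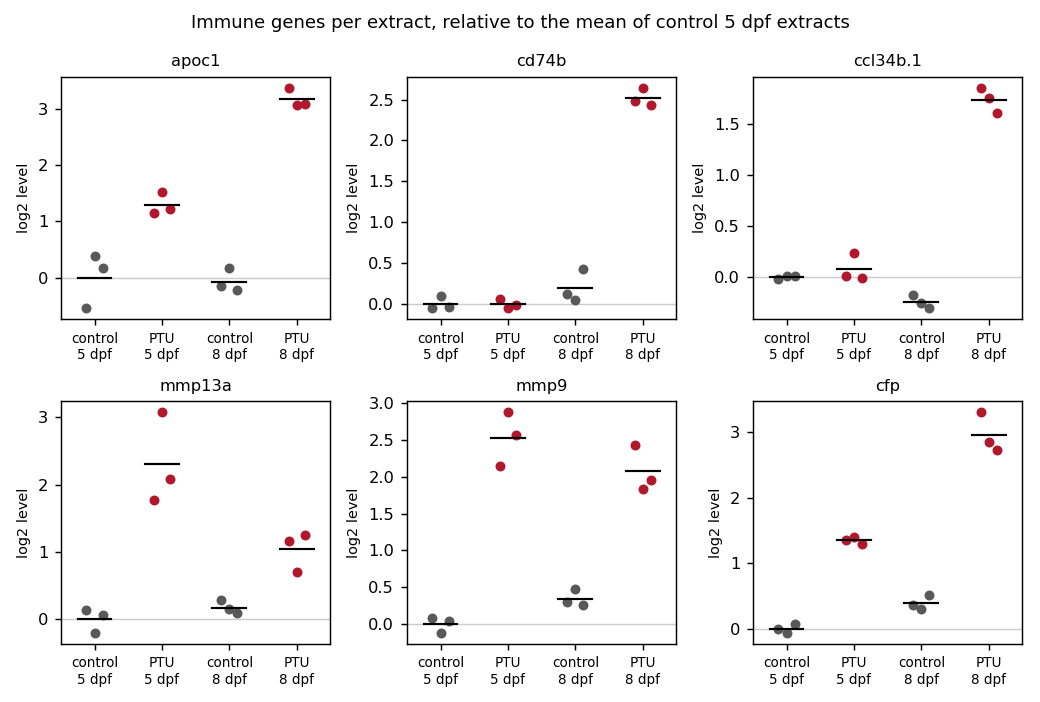
Log2 level of apoc1, cd74b, ccl34b.1, mmp13a, mmp9 and cfp (vertical axis, relative to the mean of the control extracts at 5 dpf) in the 4 groups of eyes (horizontal axis); each point is 1 of 3 extracts and each line the mean of a group. For cd74b the means are −0.00 in PTU-exposed eyes at 5 dpf, 0.19 in control eyes at 8 dpf and 2.52 in PTU-exposed eyes at 8 dpf.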

The strongest up-regulation was observed for chemokines (pro-inflammatory immune response), metallopeptidase (degradation of extracellular matrix), and complement factor properdin (tissue inflammation). The immunomodulatory effect of PTU in fish has been reported before [46,47,48], and the general influence of THs on immune functions of fish has been described as well [49]. In the present study, the stimulating effect of PTU on immune-related genes in the eyes of exposed zebrafish larvae might be an indicator for degenerative/pathological effects in the eye tissue that the immune system tried to compensate for. In fact, pathological alterations of retinal structures were identified in our previous study [23], which most probably result in the observed transcriptional changes of immune-related genes observed in the present study.

Our results show that within the 3-day-recovery period (after 5 days of THDC exposure), zebrafish larvae activated substantial repair and regeneration processes, associated with a general metabolic activation. 

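At 8 dpf, 3 days after exposure ended, genes of the eye that had fallen were in part still lower and genes of immune and folding functions still higher. Of the lens crystallins and lens fibre genes 2 rose and 36 fell at both ages, of rod and cone phototransduction 2 and 14, of the retinoid cycle 3 and 8, and of photoreceptor structure and transcription factors 1 and 8. A further 8 phototransduction genes fell at 5 dpf and rose at 8 dpf. guca1g, a guanylate cyclase activator, was among those lower at both ages, with log2 fold changes of −2.21 ± 0.14 (adjusted p = 1.24e-08) and −1.12 ± 0.15 (adjusted p = 4.7e-05) (± standard error, 3 extracts per group). So was rbp3, which carries retinoids between photoreceptors and pigment epithelium (−2.13 ± 0.14 (adjusted p = 2.54e-08) and −1.14 ± 0.16 (adjusted p = 5.84e-05)). Of the thyroid hormone axis 4 rose and 2 fell at both ages. Of the markers of phagocytes 18 rose and 0 fell at both ages, of inflammatory mediators 16 and 0, of the proteasome 26 and 0, of the cell cycle 30 and 0, and of protein folding in the endoplasmic reticulum 24 and 0. txndc5, a further disulfide isomerase, was one of the latter (1.06 ± 0.07 (adjusted p = 4.08e-08) and 0.76 ± 0.08 (adjusted p = 5.56e-06)). Over all 8445 genes, 3968 changed at 5 dpf and 2767 at 8 dpf by limma's adjusted p. At both ages 1062 genes rose and 722 fell, together 64.5% of the genes changed at 8 dpf, while 83 went from lower to higher and 29 from higher to lower.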

At the same time, especially for PTU, many of the specific transcriptional responses that were detected after 5 days of exposure, were still present after the 3-day recovery phase (e.g., Figures S8 and S9: genes involved in hormone-mediated signaling and sensory perception), suggesting that the recovery process was not fully accomplished yet. Further research, with longer recovery periods and morphological/physiological assessments, is needed to investigate whether full recovery from disrupted eye development induced by early life exposure to THDC might be possible in the developing zebrafish larvae.

## 4. Materials and Methods

### 4.1. Ethics Statement

The EU Directive on the protection of animals used for scientific purposes (2010/63/EU) and the Commission Implementing Decision 2012/707/EU state that fish are non-protected animals until they are free feeding, i.e., 120 h post fertilization (hpf) for zebrafish [23]. All experiments of this study exceeding 120 hpf were approved by the Ethical Committee for Animals of the University of Antwerp (project ID 2015-51). Fish husbandry and all experiments were carried out in strict accordance with EU Directive 2010/63/EU [50].

### 4.2. Test Chemicals

Tetrabromobisphenol-A (TBBPA, CAS 79-94-7) and propylthiouracil (PTU, CAS 51-52-5) were purchased from Sigma Aldrich (St. Louis, MO, USA) with >98% purity. Exposure concentrations were 200 µg/L for TBBPA (0.37 µM) and 350 mg/L for PTU (2.04 mM). These sublethal concentrations were chosen based on our previously published study on TH disruption and eye development in zebrafish [23], as they showed comparable effects on eye morphology and physiology (specifically: the lowest observed effect concentrations for significant effects on reduced diameter and pigmentation of the retinal pigment epithelium, reduced eye size, impaired optokinetic response, and altered light-dark preference). TBBPA was dissolved in DMSO with a maximal final DMSO concentration in the exposure medium of 0.004%, which is below the limit of 0.01% set by OECD Test Guideline 236 [51]. Consequently, controls for the TBBPA treatment were also run with 0.004% DMSO. Both chemicals were applied in E3 embryo medium ([52], 5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, 0.33 mM MgSO_4_, pH 7.6). PTU was directly dissolved in it.

### 4.3. Zebrafish Maintenance and Exposure

Non-exposed adult wildtype zebrafish (*Danio rerio*) from an in-house laboratory colony at the University of Antwerp were used for egg production. They were kept in reconstituted freshwater with adjusted pH (using NaHCO_3_, 7.5 ± 0.3) and conductivity (using Instant Ocean^®^ Sea Salt, Blacksburg, VA, USA, 500 ± 15 μS/cm), a temperature of 28 ± 0.2 °C and a day/night cycle of 14/10 h. Water quality was monitored twice weekly, using Tetratest kits (Tetra Werke, Melle, Germany). Values for ammonium, nitrite, and nitrate were below 0.25, 0.3, and 12.5 mg/L, respectively. Adult zebrafish were fed four times per day, twice with granulated food (1.5% of their average weight, Biogran medium, Prodac International, Cittadella, Italy) and twice with frozen Chironomidae larvae, *Artemia* sp. nauplii, Chaoboridae larvae and *Daphnia* sp. (Aquaria Antwerp bvba, Aartselaar, Belgium) alternately. Four breeding pairs (two females and one male) were placed in breeding tanks with a perforated bottom for egg production. Eggs were collected early in the morning after the lights were switched on. Eggs were collected, rinsed, and transferred to clean reconstituted water 30 min after fertilization. All eggs were checked using a stereomicroscope (Leica S8APO, Leica Microsystems GmbH, Wetzlar, Germany) and only healthy, fertilized eggs were further used. Eggs from the different breeding pairs were mixed and randomly distributed into pre-incubated 24-well plates (= plates were filled with the solutions 1 day before the start of the exposure. Before the start of the test, solutions were renewed) containing the exposure solutions latest 2 h after fertilization (1 egg per well, 2 mL solution per well). Plates were incubated at 28.5 °C under a day/night cycle of 14/10 h. Exposure solutions were renewed daily with freshly prepared stock solutions to ensure constant chemical concentration levels and good water quality. Each exposure group was run in 6 biological replicates with 24 eggs per biological replicate/plate. After 5 days of exposure, 3 biological replicates of each treatment were sampled, resulting in 3 treatment groups which were used for the subsequent microarray analyses: control 5 dpf, PTU 5 dpf, and TBBPA 5 dpf. Larvae from the 3 remaining biological replicates of each treatment were carefully placed into new plates with clean water and raised until 8 dpf with daily water exchange. These larvae represent the 3 recovery groups for the microarray analyses: control 8 dpf, PTU 8 dpf, and TBBPA 8 dpf. The exposure set-up is summarized in Table 1. The choice of duration of the recovery period was based on our study by Houbrechts [26], in which we observed recovery from altered eye development at 7 dpf that was induced by dio-knockdown. This can be explained by the chosen method for the gene knockdown with morpholinos, that is known to be not fully persistent over longer periods. Based on this, we chose our exposure scenario with 5 + 3 days. Moreover, this took the short half-lifes (few hours) of our exposure compounds into account.

### 4.4. Sampling and RNA Isolation

To avoid confounding of treatment-related effects by circadian rhythms, sampling of all larvae was performed within maximum 3 h during the morning. For sampling of the eyes of the larvae, they were individually and consecutively transferred into ice-cold water for anesthesia. This approach was used to avoid the impact of anesthetics on subsequent transcriptomic analyses. Ice-cold water is an approved method for anesthesia of zebrafish larvae [53]. Single larvae were then placed under a stereomicroscope, and the eyeballs were dissected using a small syringe. The eyeballs were quickly transferred to a cooled collection tube on ice to avoid RNA degradation. Larvae were euthanized by decapitation. After collection of eyes from 10 individuals, the tube was frozen in liquid nitrogen and stored at −80 °C until further processing. Total RNA was isolated using the NucleoSpin RNA kit (Macherey-Nagel, Dueren, Germany), according to the manufacturer’s instructions. Standard laboratory precaution measures were taken to avoid RNAse contamination. RNA quality and quantity were determined with a Nanodrop spectrophotometer ND-1000 (Thermo Scientific, Waltham, MA, USA). RNA integrity (RIN) was verified using a bioanalyzer (Agilent 2100, Santa Clara, CA, USA). Only high-quality RNA (average RIN: 8.9 ± 1.0) was further processed for microarray analysis, which was the case for all samples.

### 4.5. cRNA Labelling and Hybridization

Total RNA was linearly amplified and labelled with the Low Input Quick Amplification Labelling Kit (Agilent Technologies) according to the manufacturer’s instructions. In summary, 100 ng RNA was reverse transcribed into cDNA using oligo dT primers. Afterwards, cDNA was transformed into cRNA and amplified. The cRNA of each sample was labelled once with Cy3-CTP and once with Cy5-CTP. Subsequently, the labelled cRNA samples were purified with the RNeasy mini spin column kit (Qiagen, Hilden, Germany). cRNA yield, quality, and dye incorporation efficiency were verified with the Nanodrop spectrophotometer. For final transcriptome analysis, we used Agilent’s Zebrafish Gene Expression Microarray V3 (AMADID 026437) in a 4 × 44k format, which is a full genome microarray containing 43,803 *Danio rerio* probes. For each of the two compounds, we used an *n* + 2 A-optimal design [54] where *n* is the number of samples, in this case, 12, and, thus, the number of arrays equals 14. 825 ng Cy3 and 825 ng Cy5 labelled and purified cRNA was hybridized on the microarrays for 17 h at 65 °C in a rotating (10 rpm) hybridization oven (Agilent Technologies). After hybridization, the slides were rinsed in Agilent wash buffers, acetonitrile and in stabilization/drying solution (Agilent Technologies) to wash and protect against ozone-induced dye-degradation. Microarray slides were scanned with a Genepix 4100A confocal scanner (Axon Instruments, Union City, CA, USA) at a resolution of 5 μm and excitation wavelengths of 635 nm and 532 nm in an ozone-free location (NoZone scanner enclosure, SciGene, Sunnyvale, CA, USA). Images were analyzed for spot identification and for quantification of fluorescent signal intensities with the Genepix Pro software 6.1 (Axon Instruments).

### 4.6. Analysis of Microarray Data

#### 4.6.1. Statistical Analysis

Quality control of the microarray data was performed with the R software package “arrayQualityMetrics” (version 3.34.0, [55]), and no outliers were detected. Spots were excluded from the analysis if FG < BG + 2SD (FG: foreground, BG: local background, SD: standard deviation of the local backgrounds of the entire array, [56]) for all arrays in the dataset. Background correction was done by applying a normal-exponential convolution model [57]. Within-array adjustment was performed using the Loess normalization [58], which is an intensity-dependent normalization of the red/green ratio. Responses in the eyes of larvae exposed until 5 dpf were contrasted to the corresponding controls at 5 dpf, and responses in the eyes of larvae allowed to recover until 8 dpf were contrasted to the corresponding controls at 8 dpf for the two compounds separately, using the R software package “Limma” (version 3.34.4, [59]) as described by Vergauwen [60]. After linear models were fitted to intensity ratios, an empirical Bayes method [58] was used to rank the probes in order of evidence of differential transcription. Differentially expressed transcripts were selected based on the following criteria: logFC (binary logarithm of the fold change) >0.75 (corresponding to a fold change of 1.68) and *p* < 0.05 where *p* is the adjusted *p* value after false discovery rate (FDR) control according to the Benjamini-Hochberg procedure [61]. A relatively low logFC cut-off was applied because the study was focused on identifying affected pathways rather than providing evidence for the involvement of individual genes. This resulted in 4 differentially expressed transcript lists: PTU 5 dpf, TBBPA 5 dpf, PTU 8 dpf, TBBPA 8 dpf.

Raw and analyzed microarray data, including the hybridization design, have been deposited in NCBI’s Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo) and are accessible through the GEO series accession number GSE121338 (reviewer only link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121338, Enter token cfedagqgvnqjnyl into the box).

#### 4.6.2. Biological Interpretation

Clustering analysis of transcript changes was performed with the MultiExperiment Viewer software 4.8.1 (MeV, http://www.tm4.org/mev.html). Transcripts were further analyzed in GOrilla (http://cbl-gorilla.cs.technion.ac.il), which is a tool for identifying enriched (significantly overrepresented) gene ontology (GO) terms in lists of genes compared to a relevant background gene list [62].

(a) In a first descriptive analysis, for each compound and time point, a separate GO enrichment analysis was carried out for significantly upregulated transcripts on the one hand and significantly down-regulated transcripts on the other hand, using all differentially expressed transcripts as the background list. This allowed us to determine which GO classes were characteristic of each specific treatment relative to the full set of differentially expressed genes in any of the treatments. We chose not to use all transcripts on the array as the background list since this would imply that the selection of the genes represented on the array, made by the manufacturer, would affect our analysis. This resulted in 7 different lists of enriched GO classes (TBBPA 8 dpf up-regulated gave no result). The top 3 (highest *p*-value) enriched GO classes of each list were selected to describe the most important affected biological processes in each treatment (see Figure 2).

(b) In a second comparative analysis, all differentially expressed transcripts were used to perform a cluster analysis in MEV (k-means—Pearson correlation), resulting in 5 clusters (see Figures S1–S5, Supplemental Information) containing transcripts with distinct expression patterns across treatments. These 5 clusters were subsequently analyzed in GOrilla to link biological functions to specific expression patterns. The transcript list of each cluster was set as target list and compared to a background list, again consisting of all differentially expressed transcripts, to determine how the specific cluster is distinct from the remaining clusters in terms of affected GO classes (see Figures S1–S5, Supplemental Information, for lists of enriched GO classes in the 5 clusters). This analysis resulted in 14 GO classes significantly enriched in at least one of the clusters (i.e., expression patterns), meaning that these 14 GO classes are linked to specific expression patterns and could, therefore, be important for comparing the different treatments. These GO classes were then further studied for their response pattern across the different treatments. To facilitate easy interpretation, we visualized the relative number of up- versus down-regulated transcripts in the 14 GO classes for each compound and time point (see further in Figure 3).

## 5. Conclusions

In conclusion, our study clearly demonstrates (i) how specific eye-/vision-related transcripts were differentially expressed after the THDC exposure, (ii) that the transcript profiles differed at least partly according to the mode of action of the TCDs, (iii) and that the recovery time of 3 days was not sufficient to fully reverse those effects, even though regeneration processes were clearly activated. These results confirm existing literature that shows that photoreceptors, optic primordia, optic nerve development, and opsin expression in fish are under the influence of THs and can be disrupted by THDC treatment. To the best of our knowledge, full-genome transcriptomic analyses of isolated eye tissue of THDC-exposed fish have not been performed so far and aids in understanding the underlying molecular mechanisms that translate into impairment of visual capacities of exposed fish.

## Figures and Tables

**Figure 1:**
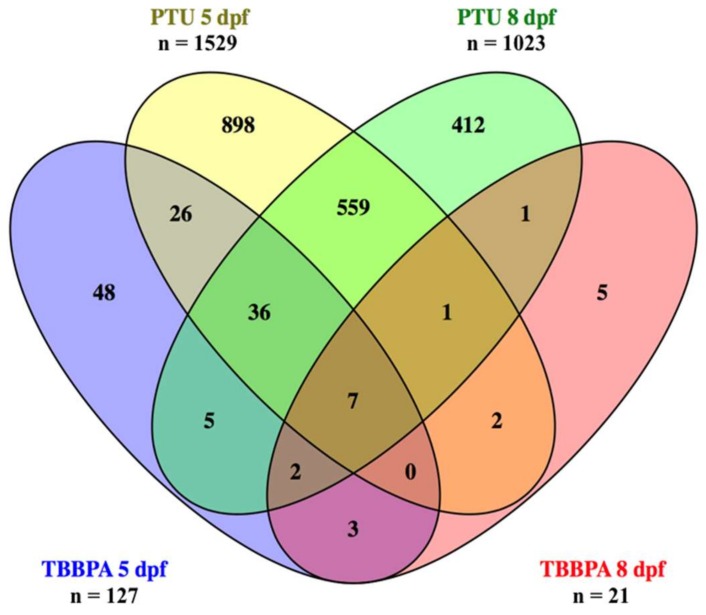
Number of differentially expressed transcripts in the different treatments and intersects between them. 5 dpf (days post fertilization) = continuous exposure from 0 to 5 dpf; 8 dpf = exposure until 5 dpf + 3 days of recovery.

**Figure 2:**
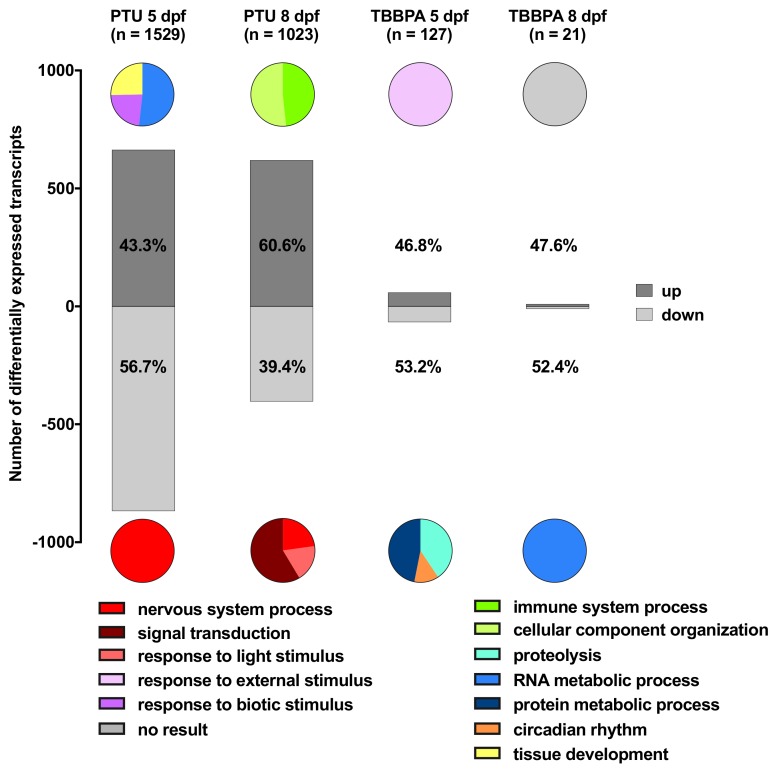
Transcriptional changes for eight different transcript lists (two compounds, two time points, up- or down-regulated) with respective enriched GO classes. The bars represent the numbers of up- or down-regulated transcripts for each list with the respective percentage written in it. The total number of differentially expressed transcripts of each list is referred to as “*n* =” on top of each bar. The upper pie charts show the top three enriched GO classes for the up-regulated transcripts of each list, the lower ones for the down-regulated transcripts (the complete pies are, thus, not representing the high total number of transcripts in each list, which would impede visualization).

**Figure 3:**
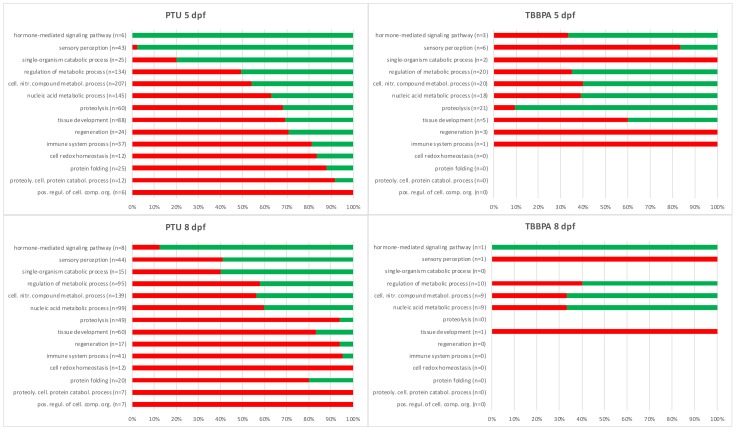
Overview of the percentage of up-regulated (red) or down-regulated (green) transcripts in the 14 different GO classes that were enriched in at least one of the five cluster groups. All treatments were sorted in the same order as for PTU 5 dpf, to enable to visualize the change of response pattern between the time points and compounds.

**Figure 4:**
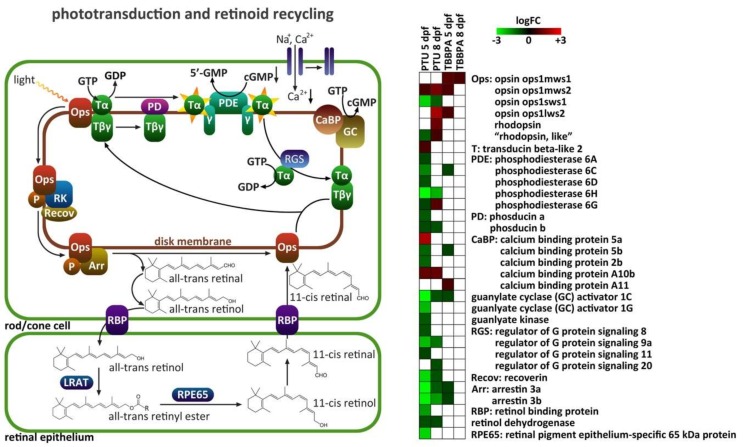
Overview of the effects of propylthiouracil (PTU) or tetrabromobisphenol-A (TBBPA) exposure on transcript levels of components of the phototransduction and retinoid recycling pathways. Left: detailed pathways in rod/cone cells and the retinal epithelium; Right: heatmap showing the transcript level changes of components of the pathways. LRAT: lecithin retinol acyltransferase. All other abbreviations are explained in the heatmap on the right. (Figure adapted from Houbrechts [26]).

**Table 1:** Test set-up for THDC exposure with subsequent recovery phase.

	0 dpf	1 dpf	2 dpf	3 dpf	4 dpf	5 dpf	6 dpf	7 dpf	8 dpf
**Control**	W	W	W	W	W	X			
**Control recovery**	W	W	W	W	W	W	W	W	X
**PTU (350 mg/L)**	C	C	C	C	C	X			
**PTU recovery**	C	C	C	C	C	W	W	W	X
**TBBPA (200 µg/L)**	C	C	C	C	C	X			
**TBBPA recovery**	C	C	C	C	C	W	W	W	X

W: clean water, C: chemical exposure, X: sampling, dpf: days post fertilization; each treatment group (rows) was run in 3 biological replicates (*n* = 24 larvae each).

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/7/1543/s1.

## Abbreviations

THDC	Thyroid hormone disrupting chemical
DPF	Days post fertilization
PTU	Propylthiouracil
TBBPA	Tetrabromobisphenol-A
GO	Gene ontology
EDC	Endocrine disrupting chemical
TH	Thyroid hormone
HPF	Hours post fertilization
TR	Thyroid receptor

How the deposited data were processed for this re-analysis (not part of the article)

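The values analysed were gene expression ratios from eyes of zebrafish larvae after exposure to PTU. RNA of 12 extracts (3 per group; control and 350 mg/L PTU, at 5 and 8 dpf; eyes of 10 larvae per extract) had been hybridised on 14 two-colour Agilent zebrafish arrays. 1 control and 1 PTU extract of 5 dpf were on 4 arrays, the other 10 extracts on 2. The authors had read the spots with GenePix Pro, left out spots whose foreground was below the local background plus 2 SD on all arrays, corrected the background with the normexp method and normalized each array with loess in limma 3.34.4. The values are log2 ratios of Cy5 to Cy3; base and direction are taken from the methods and the dyes from the sample labels, since the table itself states neither. Checked on the values, the median of each array was close to 0, no value was missing, and arrays with the dyes exchanged ran in opposite directions. The intensities of single channels were not used here, so no signal over background can be given, and the number of arrays limits the precision of each value.

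The table held 16914 probes, of which 1 control was left out. Of the 16913 probes, 13708 were assigned to 8445 genes of the GRCz12tu annotation, 11865 through the RefSeq accession of the platform, 1446 through a current symbol, 391 through an older symbol of a single gene and 6 with the platform's own symbol; 3205 had no gene listed. Of the calls with PTU, 206 at 5 dpf and 197 at 8 dpf were probes with no gene symbol. Transcripts were tested with limma 3.58.1 in R 4.3.3, with group coefficients over all 14 arrays (11 residual degrees of freedom, 3.5 prior degrees of freedom) and arrays taken as independent. The contrasts were PTU against control at 5 and at 8 dpf, the difference of these effects, and control eyes at 8 against 5 dpf. For genes, the 3499 with more than 1 probe had their probes averaged, and generalized least squares gave each extract a random effect, with a variance ratio of 0.138 of extract to array, estimated once for all genes by restricted maximum likelihood. The standard errors given for genes come from this model over the 14 arrays and not from the spread of 3 extracts. For a gene whose extracts vary more than the common ratio, they are too small. P-values were adjusted after Benjamini and Hochberg. Levels per extract came from least squares over the arrays.

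In all, 36 gene lists were tested with camera (preset correlation 0.01), of which 27 covered eye, hormone, immune, stress and metabolic functions, 7 markers of other tissues and 2 genes the study chose itself. Camera with an estimated correlation and fry were run as alternatives. The genes named are, first, those with the 10 largest rises and 10 largest falls at 5 dpf and the 6 largest rises and 6 largest falls at 8 dpf, by log2 fold change among genes with an adjusted p under 0.05 whose 3 PTU extracts all lay above, or all below, the 3 control extracts. Further, every gene the study names in its text or in Fig. 4, up to 4 members per list with the smallest p in a contrast, the thyroid hormone receptors and deiodinases, and the 6 genes with the smallest p for a difference of the PTU effect between the ages in each direction. Genes outside this rule are marked as chosen after their values were seen.

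The alternatives tried were each array centred on its median, arrays scaled to the same spread, a dye effect, the extract as a random effect for probes and arrays as independent for genes, least-squares levels per extract, only the arrays that compare the groups directly, the replicate number as a block, robust moderation, no fold threshold, an absolute log2 fold change over 1, the most variable probe per gene, all signs turned, and each extract left out in turn with all its arrays. Where an arm then held 2 extracts, limma pooled the spread over the groups. After the data were seen, leaving out the array of control 8 dpf replicate 2 and PTU 8 dpf replicate 1, which had the largest residual spread, was added. The steps were also tested on simulated data with the spread of each probe or gene. Of transcripts given a log2 change of 1, 94% were recovered for PTU at 5 dpf, 92.5% at 8 dpf, 77.6% for the difference of the effects and 82.1% for control eyes. Of genes given a change of 0.5, 80.6%, 77.6%, 40.3% and 53.7% were recovered. False calls made up 0.769% to 6.29% of the calls. The arrays of TBBPA exposure were not analysed here, and no gene ontology annotation was at hand. Tables and figures were made with Python 3.11.15 and matplotlib 3.10.9.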

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

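The tests of other cell types and blood for the phagocyte markers, and those of bmal1a and bmal1b for the clock genes, were chosen only after the result was seen. The PTU effect differed between 8 and 5 dpf in several gene lists by camera with the preset correlation, and no list passed this test of the difference with an estimated correlation. A positive difference need not mean a rise in PTU-exposed eyes from 5 to 8 dpf. In control eyes the visual opsins, phototransduction, photoreceptor structure, purine synthesis and the cell cycle had lower medians at 8 dpf. The largest differences by gene list were those of lens genes, with a median on the log2 scale of 1.21 (adjusted p = 7.73e-15, 0.326 with an estimated correlation), phototransduction (0.89 (adjusted p = 9.31e-10, 0.326 with an estimated correlation)), the genes of Fig. 4 (0.75, chosen by the study on these samples and so not independent evidence; adjusted p = 2.39e-05, 0.531 with an estimated correlation) and the visual opsins (0.70 (adjusted p = 0.0062, 0.368 with an estimated correlation)). Liver and plasma proteins had 0.68 (adjusted p = 0.0325, 0.648 with an estimated correlation), a call lost without control 5 dpf replicate 2 or 3, control 8 dpf replicate 1 or 2 or PTU 8 dpf replicate 1 (median 0.51, adjusted p = 0.34 at the highest, without control 5 dpf replicate 2). Phagocyte markers had 0.67 (adjusted p = 2.63e-08, 0.326 with an estimated correlation), melanin and pigment cells 0.45 (adjusted p = 0.000251, 0.326 with an estimated correlation), bipolar cells 0.36 (adjusted p = 0.0038, 0.531 with an estimated correlation), photoreceptor structure 0.33 (adjusted p = 0.000328, 0.444 with an estimated correlation), the retinoid cycle 0.22 (adjusted p = 0.000122, 0.357 with an estimated correlation), purine synthesis 0.20 (adjusted p = 0.00606, 0.326 with an estimated correlation) and the cell cycle 0.15 (adjusted p = 0.00159, 0.712 with an estimated correlation). Ganglion cell genes had 0.19 (adjusted p = 0.0398, 0.326 with an estimated correlation), a call lost without control 5 dpf replicate 2, PTU 5 dpf replicate 1 or 2, control 8 dpf replicate 2 or PTU 8 dpf replicate 1 or 2 (median 0.18, adjusted p = 0.133 at the highest, without PTU 5 dpf replicate 1). The effect was less positive at 8 dpf for heat shock proteins (−0.23 (adjusted p = 5.8e-05, 0.368 with an estimated correlation)), the regeneration response (−0.17 (adjusted p = 0.00296, 0.326 with an estimated correlation)) and folding in the endoplasmic reticulum (−0.14 (adjusted p = 0.00296, 0.326 with an estimated correlation)).

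Among single genes, the difference was positive for si:dkey-21e2.10 (3.06), fabp4b (2.77), the MHC class II chain cd74b (2.28), the chemokine ccl34b.1 (1.93), otc (1.81) and the lens channel mipa (1.71). It was negative for atf3 (−1.78), cbx7a (−1.64), the complement gene c7b (−1.36), nr2f1b (−1.24), the muscle gene tcap (−1.18, adjusted p = 2.22e-05) and eprs1 (−1.02). In transcripts the difference passed the thresholds for 823, and for 1245 without PTU 8 dpf replicate 1. Of 100 reassignments of age within the control and within the PTU extracts, drawn from 200, 2 gave at least 823 calls, the real one included. The other one, with 1473, exchanged the ages of all PTU extracts, which by construction turns the test into one of the change with age that control and PTU-exposed eyes share. The remaining reassignments mix eyes of both ages within groups, which adds the change with age to the spread within a group. The share of reassignments thus cannot exclude chance. For PTU at 5 dpf (1491 transcripts, highest other split 7), PTU at 8 dpf (1081, highest other 56) and control eyes at 8 against 5 dpf (558, highest other 0), 3 extracts against 3 make only 10 splits, too few for a share under 0.05.

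Signals also appeared in comparisons and genes that the main text of the paper does not report on; its supplementary figures were not at hand. Between control eyes at 5 and 8 dpf 558 transcripts differed, and 199 without control 5 dpf replicate 1. By list median, the cell cycle was higher with PTU at both ages (medians 0.31 and 0.47; adjusted p = 0.37 and 0.202 with an estimated correlation), clock genes lower (−0.30 and −0.56; 0.37 and 0.387), and liver and plasma proteins lower at 5 dpf (−0.95; 0.38). On single arrays, 5 of 74 groups of array values held one far from the others, where chance gives about 1 in 20, and arrays share extracts. The spread of the log2 ratios (SD 0.635) was extreme on the array of control 5 dpf replicate 3 and PTU 5 dpf replicate 3, and the lens median (−2.53) on that of control 5 dpf replicate 1 and PTU 5 dpf replicate 2. The median of the visual opsins was extreme (−0.081) on the array of control 8 dpf replicate 2 and PTU 8 dpf replicate 1, and those of the cell cycle (0.70) and of red blood cells (−0.21) on the array of control and PTU 8 dpf replicate 3.

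For the rise of phagocyte markers at 8 dpf (median 1.76, adjusted p = 3.64e-22, 0.0615 with an estimated correlation), a smaller share of lens and photoreceptor RNA would raise the markers of every other cell type alike. The highest median among 13 other cell type lists was 0.338, for connective tissue, below the lower quartile of the phagocyte list (0.716), which argues against it as the whole cause. Blood carried along with the eyes would bring its abundant globin transcripts, and the median of the red blood cell list was 0.247, with the globin genes hbbe1.1 at 0.35 and hbae3 at 0.26. Of the 24 phagocyte markers, ccl34b.1 and cxcr3.2 are also on the list of inflammatory mediators. More phagocytes in the eyes after PTU, or a higher expression per cell, may lie behind the rise; both stay open and were not tested.

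The lower clock genes may reflect a different time of sampling between groups, which would move bmal1a and bmal1b, whose transcripts peak at the opposite time of day, upwards. At 5 dpf their mean log2 fold change was −0.326 (SE 0.0697), which argues against it at that age. At 8 dpf it was 0.272 (SE 0.0772), the direction a shifted time of sampling would give, although only bmal1a rose (0.63) and bmal1b had −0.08 (adjusted p = 0.386). According to the paper all larvae were sampled within at most 3 h in the morning. At 8 dpf a difference in time thus stays open beside an effect of PTU on the clock, which was not tested.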

How the results depend on the processing

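Leaving out the array of control 8 dpf replicate 2 and PTU 8 dpf replicate 1 was chosen only after the results were seen. Of the values of named genes under all alternatives, 24430 kept their side of the threshold, 397 passed it newly, 1393 no longer passed it, and of those that passed 0 changed direction. For list medians these were 1986, 45, 21 and 0. Values that passed in neither case count as kept whatever their sign. For list tests by fry 93 kept their side, 13 passed newly and 2 no longer passed. By camera with an estimated correlation 63 kept their side and 45 no longer passed. Tests that passed in neither case count as kept here too. Of the counts within lists, 2389 stayed within 1.5 times while 347 did not.

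The fold threshold moved counts most among the settings for transcripts. Without it 8501 transcripts were called at 5 dpf, 5628 at 8 dpf, 3972 at both, 3482 for the difference of the effects and 1951 between control eyes, and 50.6% of those at 5 dpf were up-regulated; with an absolute log2 fold change over 1 the numbers were 855, 605, 320, 435 and 292. More or fewer transcripts pass by construction. With all signs turned, the up-regulated shares became 55.4% and 40.1% by construction. Median centring, scaling to the same spread, a dye effect, the random extract effect, the direct arrays and robust moderation kept all transcript counts within 1.5 times; the direct arrays cannot give the contrast of control eyes, which was not run there, and the filter on probes present on all arrays removed none.

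Leaving out 1 extract at a time gave 1439 to 1587 transcripts at 5 dpf, 1054 to 1188 at 8 dpf, 508 to 680 at both, 618 to 1245 for the difference of the effects and 199 to 667 between control eyes. Genes that rose numbered 1313 to 2352 at 5 dpf and 1096 to 1805 at 8 dpf, and genes that fell 1258 to 2262 and 724 to 1286. A positive difference of the effects held for 399 to 1483 genes and a negative one for 173 to 953; between control eyes 35 to 608 rose and 87 to 914 fell. The median of phototransduction at 8 dpf ranged from −0.155 to 0.045. Fewer extracts and arrays can lower the number of calls, but several counts rose, and the cause of either was not tested.

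With least-squares levels per extract 690 genes fell at 8 dpf, 442 and 202 had a positive and a negative difference of the effects, and 605 rose between control eyes. With the replicate number as a block 99 rose and 266 fell between control eyes, and the correlation of the PTU effect at 5 dpf with their change was 0.279. Without the array of control 8 dpf replicate 2 and PTU 8 dpf replicate 1, 1541 and 1015 genes had a positive and a negative difference of the effects, and 669 rose and 921 fell between control eyes. The cause was not tested for these. Among the 45 list tests that camera no longer passed with an estimated correlation were those of phototransduction at 5 dpf (0.16) and of lens genes (0.108 at 5 and 0.303 at 8 dpf). Inflammatory mediators (0.0732 and 0.0615) and phagocyte markers (0.16 and 0.0615) were also among them. What signal over background limits cannot be read from ratios.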

Differences from the paper's values

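No value that the paper states for the PTU arrays and that was also computed here differed from it by the measures used, and no test in this part was chosen only after its result was seen. Some statements on genes and their direction did differ. The paper describes lower transcripts of thyroid hormone receptors after PTU in the recovery group alone. Here thraa and thrb fell at 5 dpf (−0.74 and −0.55) as well as at 8 dpf (−0.78 and −0.70). Under the fold threshold of 0.75 as well, the gene value of thraa passes at 8 dpf only, as the paper states. That of thrb passes at neither age, whereas the paper's statement on the recovery group covers both isoforms. Gene values are averages where a gene has more than 1 probe, while the paper called single probes. The receptor genes were not compared with the paper probe by probe. The paper also reports no up-regulation of dio2 in the eyes. Here dio2 rose slightly at 5 dpf (0.30) and 8 dpf (0.34), and with the fold threshold its gene value does not pass at either age, as in the paper.

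The paper holds that opsin and phosphodiesterase transcripts up-regulated at 8 dpf were not affected at 5 dpf. Of the 6 measured opsin and pde6 genes that rose at 8 dpf, 4 fell at 5 dpf, opn1lw2 (−0.51), rhol (−0.92), pde6a (−0.80) and pde6gb (−0.48), while opn1mw2 rose (0.47) and pde6ga did not pass the test (−0.30, adjusted p = 0.0897). With the fold threshold of 0.75 at both ages, applied to values averaged over the probes of a gene, opn1lw2, opn1mw2, pde6gb and pde6ga pass at 8 dpf and not at 5 dpf. rhol (0.58) and pde6a (0.37) then do not pass at 8 dpf, so on gene values the difference comes from the threshold. The paper called single probes, and at 5 dpf the probes of opn1mw2 lay on both sides of this threshold, so the match with the paper was not tested probe by probe.

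The paper describes changes in immune, redox and tissue development genes as stronger in the recovery phase. Its statement concerns GO classes of differentially expressed transcripts, which were not rebuilt here. The values here are median differences of lists from general knowledge, with connective tissue standing in for tissue development, so the measures are unlike. A median can also miss a change in counts: 18 redox genes rose and 19 fell at 5 dpf, against 15 and 0 at 8 dpf. Tested on the difference between the ages, phagocyte markers went that way (0.67, adjusted p = 0.326 with an estimated correlation), inflammatory mediators (−0.01, adjusted p = 0.475), redox genes (0.14, adjusted p = 0.19) and connective tissue (0.10, adjusted p = 0.205) did not pass (connective tissue did without control 5 dpf replicate 3 or control 8 dpf replicate 3 (median 0.15, adjusted p = 0.0162 at the lowest, without control 5 dpf replicate 3)), and the regeneration response (−0.17, adjusted p = 0.326 with an estimated correlation) and folding in the endoplasmic reticulum (−0.14, adjusted p = 0.326 with an estimated correlation) went the other way. With an estimated correlation none of these 3 differences passes.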

Other observations

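No test in this part was chosen only after its result was seen. Most measured genes of the circadian clock were lower in PTU-exposed eyes at each age. Of 32 measured clock genes, 3 rose and 19 fell (3 and 20 when adjusted over the list alone; median −0.30, adjusted p = 0.000292, 0.37 with an estimated correlation) at 5 dpf, and 7 rose and 19 fell (7 and 19 when adjusted over the list alone; median −0.56, adjusted p = 7.12e-05, 0.387 with an estimated correlation) at 8 dpf. The repressor genes nr1d1 and per1b had log2 fold changes of −1.05 ± 0.15 and −1.53 ± 0.16 at 5 dpf and −2.07 ± 0.16 and −1.87 ± 0.18 at 8 dpf (± standard error, 3 extracts per group), and the cryptochrome cry2 had −0.92 ± 0.10 (adjusted p = 4.04e-06) and −1.79 ± 0.11 (adjusted p = 2.93e-08). aanat1 and aanat2, which encode enzymes of melatonin synthesis, rose by 1.83 ± 0.08 and 0.48 ± 0.08 at 5 dpf and by 1.24 ± 0.09 and 1.21 ± 0.09 at 8 dpf.

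The remaining lists with no claim beside them changed little as a whole. Of 17 p53 targets and apoptosis genes 1 rose and 5 fell (1 and 5 when adjusted over the list alone; median −0.10, adjusted p = 0.37) at 5 dpf and 2 rose and 5 fell (2 and 6 when adjusted over the list alone; median −0.10, adjusted p = 0.163) at 8 dpf, where those that fell numbered 2 without PTU 5 dpf replicate 1 or control 8 dpf replicate 1 and 3 without PTU 8 dpf replicate 3; ddb2, a gene of DNA repair, fell at both ages (−0.98 ± 0.13 (adjusted p = 2.67e-05) and −1.07 ± 0.15 (adjusted p = 5.64e-05)). Of 12 cholesterol synthesis genes 2 rose and 3 fell (2 and 3 when adjusted over the list alone; median −0.04, adjusted p = 0.977) at 5 dpf and 2 rose and 1 fell (2 and 1 when adjusted over the list alone; median 0.06, adjusted p = 0.878) at 8 dpf. Of 5 aryl hydrocarbon receptor targets 2 rose and 1 fell (2 and 1 when adjusted over the list alone; median −0.06, adjusted p = 0.906) at 5 dpf and 2 rose and 1 fell (2 and 1 when adjusted over the list alone; median −0.02, adjusted p = 0.979) at 8 dpf, and cyp1a, a detoxifying enzyme, fell at both ages (−0.83 ± 0.10 (adjusted p = 9.07e-06) and −0.50 ± 0.11 (adjusted p = 0.00337)). Of 5 oligodendrocyte genes 1 rose and 1 fell (1 and 1 when adjusted over the list alone; median 0.01, adjusted p = 0.941) at 5 dpf and 2 rose and 0 fell (2 and 0 when adjusted over the list alone, 0 lower at an unadjusted p under 0.05; median 0.02, adjusted p = 0.591) at 8 dpf. Calls of 1 to 3 genes in these lists came and went as single extracts were left out: without PTU 5 dpf replicate 1 the cholesterol genes that rose and fell at 5 dpf numbered 1 and 1, and without control 5 dpf replicate 1 neither the receptor targets nor the oligodendrocyte genes had any that rose at 5 dpf.

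Of 32 genes of glycolysis and the hypoxia response 5 rose and 9 fell (5 and 9 when adjusted over the list alone; median −0.07, adjusted p = 0.517) at 5 dpf and 1 rose and 5 fell (1 and 5 when adjusted over the list alone; median −0.07, adjusted p = 0.0655) at 8 dpf. Those that fell at 5 dpf numbered 5 without control 5 dpf replicate 1 and 4 without PTU 5 dpf replicate 2 and those that rose 3 without PTU 5 dpf replicate 1, and the list passed camera for a fall at 8 dpf without control 5 dpf replicate 1 or 2, PTU 5 dpf replicate 1, control 8 dpf replicate 1 or 3 or PTU 8 dpf replicate 2 (median −0.12, adjusted p = 0.019 at the lowest, without control 8 dpf replicate 1). Of 13 genes of exocrine pancreas and intestine 0 rose and 4 fell (0 and 4 when adjusted over the list alone, 0 higher at an unadjusted p under 0.05; median −0.43, adjusted p = 0.0651) at 5 dpf and 0 rose and 0 fell (0 and 0 when adjusted over the list alone, 0 higher at an unadjusted p under 0.05, 0 lower at an unadjusted p under 0.05; median −0.19, adjusted p = 0.26) at 8 dpf by limma. Those that fell at 5 dpf numbered 9 without control 5 dpf replicate 1, 0 without control 5 dpf replicate 2, 1 without control 5 dpf replicate 3 or PTU 5 dpf replicate 1, 2 without PTU 5 dpf replicate 3 and 7 without PTU 8 dpf replicate 2 or 3. This list passed camera at 5 dpf without control 5 dpf replicate 1, PTU 5 dpf replicate 1 or PTU 8 dpf replicate 2 or 3 (median −0.81, adjusted p = 1.76e-05 at the lowest, without control 5 dpf replicate 1) and at 8 dpf without PTU 8 dpf replicate 2 (median −0.39, adjusted p = 0.0298). At 8 dpf liver and plasma proteins had 3 genes that rose and 2 that fell (median −0.07, adjusted p = 0.542), those that fell numbering 1 without control 8 dpf replicate 3, and skeletal muscle 2 and 1 (0 and 1 when adjusted over the list alone; median 0.05, adjusted p = 0.878), those that rose numbering 1 without control 5 dpf replicate 1, PTU 5 dpf replicate 1, control 8 dpf replicate 1 or PTU 8 dpf replicate 1 and 0 without control 8 dpf replicate 3 or PTU 8 dpf replicate 2 or 3.

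Between control eyes at 5 and 8 dpf, 394 genes rose and 595 fell at the gene level. Clock genes were higher at 8 dpf, 14 rose and 4 fell (median 0.38, adjusted p = 0.000111, 0.361 with an estimated correlation), and so were p53 targets (4 rose and 1 fell, median 0.17, adjusted p = 0.0113, 0.221 with an estimated correlation). Visual opsins (5 fell, median −0.94, adjusted p = 2.32e-05, 0.212 with an estimated correlation) and red blood cell genes (4 fell, median −1.33, adjusted p = 9.69e-05, 0.212 with an estimated correlation) were lower at 8 dpf. Lists of other tissues and processes had a lower median as well, among them skin and corneal epithelium (median −0.32, adjusted p = 0.000145, 0.548 with an estimated correlation), skeletal muscle (−0.40, 0.00021 and 0.632), exocrine pancreas and intestine (−0.59, 0.00388 and 0.588), photoreceptor structure (−0.30, 0.000199 and 0.387), pigment cells (−0.22, 0.00476 and 0.387), the proteasome (−0.23, 0.000145 and 0.387), redox homeostasis (−0.20, 0.000329 and 0.361), purine synthesis (−0.23, 0.000511 and 0.212) and glycolysis (−0.26, 0.0154 and 0.387). The numbers of all genes that rose and fell were 35 and 87 without control 5 dpf replicate 1, 95 and 168 without PTU 5 dpf replicate 1, 222 and 273 without control 8 dpf replicate 1, 250 and 333 without PTU 8 dpf replicate 2, and 608 and 914 without PTU 8 dpf replicate 1.

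A candidate explanation of the PTU effect at 5 dpf is delayed development, under which genes that rise in control eyes from 5 to 8 dpf would be lower with PTU. Across 8445 genes the Pearson correlation of the PTU effect at 5 dpf with that change was 0.118 (jackknife SE 0.122 over extracts), and the Spearman correlation 0.0562. Both quantities share the control extracts of 5 dpf, and arrays simulated with no difference between groups gave correlations from 0.312 to 0.404 for that reason alone. The covariance was 0.0181, against 0.00502 to 0.00665 in the simulation. A delay and its absence cannot be told apart by this test, since the shared extracts shift it and its error covers 0.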
